# Response of the mouse lung transcriptome to welding fume: effects of stainless and mild steel fumes on lung gene expression in A/J and C57BL/6J mice

**DOI:** 10.1186/1465-9921-11-70

**Published:** 2010-06-03

**Authors:** Patti C Zeidler-Erdely, Michael L Kashon, Shengqiao Li, James M Antonini

## Abstract

**Background:**

Debate exists as to whether welding fume is carcinogenic, but epidemiological evidence suggests that welders are an at risk population for the development of lung cancer. Recently, we found that exposure to welding fume caused an acutely greater and prolonged lung inflammatory response in lung tumor susceptible A/J versus resistant C57BL/6J (B6) mice and a trend for increased tumor incidence after stainless steel (SS) fume exposure. Here, our objective was to examine potential strain-dependent differences in the regulation and resolution of the lung inflammatory response induced by carcinogenic (Cr and Ni abundant) or non-carcinogenic (iron abundant) metal-containing welding fumes at the transcriptome level.

**Methods:**

Mice were exposed four times by pharyngeal aspiration to 5 mg/kg iron abundant gas metal arc-mild steel (GMA-MS), Cr and Ni abundant GMA-SS fume or vehicle and were euthanized 4 and 16 weeks after the last exposure. Whole lung microarray using Illumina Mouse Ref-8 expression beadchips was done.

**Results:**

Overall, we found that tumor susceptibility was associated with a more marked transcriptional response to both GMA-MS and -SS welding fumes. Also, Ingenuity Pathway Analysis revealed that gene regulation and expression in the top molecular networks differed between the strains at both time points post-exposure. Interestingly, a common finding between the strains was that GMA-MS fume exposure altered behavioral gene networks. In contrast, GMA-SS fume exposure chronically upregulated chemotactic and immunomodulatory genes such as *CCL3*, *CCL4*, *CXCL2*, and *MMP12 *in the A/J strain. In the GMA-SS-exposed B6 mouse, genes that initially downregulated cellular movement, hematological system development/function and immune response were involved at both time points post-exposure. However, at 16 weeks, a transcriptional switch to an upregulation for neutrophil chemotactic genes was found and included genes such as *S100A8*, *S100A9 *and *MMP9*.

**Conclusions:**

Collectively, our results demonstrate that lung tumor susceptibility may predispose the A/J strain to a prolonged dysregulation of immunomodulatory genes, thereby delaying the recovery from welding fume-induced lung inflammation. Additionally, our results provide unique insight into strain- and welding fume-dependent genetic factors involved in the lung response to welding fume.

## Background

The harmful health effects of welding are well documented and epidemiological evidence generally supports the hypothesis that exposure to welding fume increases lung cancer risk, but confounders such as asbestos exposure and smoking obscure these findings [1-4]. Debate also exists over which type of welding may pose the greater risk. Welding processes that use stainless steel (SS) wire produce fumes that contain carcinogenic metals such as chromium and nickel. Welding fume from mild steel (MS) wire, the type most used in the workplace, primarily consists of iron with a lesser amount of manganese, but no chromium or nickel. Interestingly, fumes from both MS and SS welding have been shown to increase lung cancer risk in this worker population [5,6].

The International Agency for Research on Cancer has deemed welding fume a group 2B agent, defined as a mixture "possibly carcinogenic" to humans [7]. However, this categorization of welding fume carcinogenicity was based on limited evidence in humans and virtually no animal data. For these reasons, we initiated a series of studies to ultimately determine the carcinogenic potential of welding fume in an animal model.

A/J mice are genetically predisposed to spontaneous and/or chemically-induced lung tumors while C57BL/6J (B6) mice are essentially resistant [8]. In a recent study, we found that exposure by pharyngeal aspiration to welding fume caused lung inflammation (polymorphonuclear leukocyte [PMN] influx) and increased lung cytotoxicity, permeability and cytokine production (IL-6, TNF-α and MCP-1) in the bronchoalveolar lavage (BAL) of both A/J and B6 mice. The A/J strain, however, exhibited a significantly greater lung response magnitude and an attenuated resolution of the response compared to the resistant B6 strain. We also found that the SS fumes, particularly those of an insoluble type derived from gas metal arc (GMA) welding, were more biopersistent than the GMA-MS fumes, provoked a mild chronic inflammation in the A/J lung and tended to cause the greatest, overall, lung toxicity. Furthermore, we observed a trend for an increased lung tumor incidence in the GMA-SS welding fume-exposed A/J mice, which, when considered in conjunction with our other findings, suggested that a chronic lung response to GMA-SS welding fume may enhance tumorigenesis in the A/J model [9]. In this study, we rationalized that these strain-dependent differences would provide a unique backdrop to examine underlying inflammatory and possibly tumorigenic mechanisms associated with welding fume exposure at the transcriptome level. Although considerable information has been gleaned by exploring the lung toxicity of welding fume *in vivo*, specific knowledge of the genes expressed in the context of welding fume-induced lung toxicity is only beginning to emerge [10-13].

Recent technical advances in functional genomics have led to the global and simultaneous analysis of gene expression in cells or tissues at the level of transcription. Microarray offers the opportunity to comprehensively probe alterations in the genome within experimentally manipulated samples. Utilizing software applications such as Ingenuity Pathways Analysis (IPA) provides the vast knowledge base needed to interpret large microarray datasets and generate understandable molecular and biological networks based on key findings. Thus, our objective was to characterize lung gene expression in two genetically distinct mouse strains, A/J and B6, exposed to either MS or SS welding fume in a comprehensive manner using microarray and IPA. We hypothesized that differences would exist--transcriptionally--between these strains and that the A/J may display a tendency toward continued activation of inflammatory genes or early activation of oncogenes compared to the B6 strain. Collectively, our results demonstrate that lung tumor susceptibility may predispose the A/J strain to a prolonged dysregulation of immunomodulatory genes, thereby delaying the recovery from welding fume-induced lung inflammation. Additionally, our results provide unique insight into strain- and welding fume-dependent genetic factors involved in the lung response to welding fume.

## Methods

### Animals

Male A/J and B6 mice, 4 weeks of age were purchased from Jackson Laboratories (Bar Harbor, ME) and housed in an AAALAC-accredited, specific pathogen-free, environmentally controlled facility. All mice were free of endogenous viral pathogens, parasites, mycoplasmas, Helicobacter and CAR Bacillus. Mice were individually housed in ventilated cages and provided HEPA-filtered air under a controlled light cycle (12 hour light/12 hour dark) at a standard temperature (22-24°C) and 30-70% relative humidity. Animals were acclimated to the animal facility for a minimum of 1 week and allowed access to a conventional diet (6% Irradiated NIH-31 Diet, Harlan Teklad, Madison, WI) and tap water *ad libitum*. All procedures were performed using protocols approved by the National Institute for Occupational Safety and Health Institutional Animal Care and Use Committee.

### Welding fume collection and characterization

The welding fumes used in this study were provided by Lincoln Electric Co. (Cleveland, OH). The collection and characterization of these fumes were previously described [14]. Briefly, the fumes were generated in a cubical open-front fume chamber (volume = 1m^3^) by a skilled welder, using a manual or automatic technique appropriate for the electrode and then collected on a 0.2 μm filter. The samples were generated by gas metal arc welding (with argon and CO_2 _shielding gases) using a mild steel electrode or a stainless steel electrode. The metal constituents, solubility/insolubility ratio and pH of each welding fume sample were previously reported [9]. Briefly, seven different metals (Cr, Cu, Fe, Mn, Ni, Ti and V) commonly found in welding fumes were measured using inductively coupled argon plasma atomic emission spectroscopy. GMA-SS welding fume consisted of the following metals (weight %): Fe (53.1), Cr (18.6), Mn (23.2), Ni (4.85) with trace amounts of Cu. GMA-MS fume consisted of 85.9% Fe and 14.6% Mn with trace amounts of Cr (0.07), Cu (0.41), Ni (0.01) and Ti (0.02). The soluble/insoluble ratios of the GMA-MS and -SS fumes were 0.020 and 0.006, respectively.

### Welding fume preparation

Each welding fume was weighed and suspended in sterile Ca^+2 ^and Mg^+2^-free PBS in a 50 ml sterile conical tube. Count mean diameters were 1.22 and 1.38 μm for the GMA-MS and GMA-SS fumes, respectively, as determined by electron microscopy [14]. Following the initial preparation, the fume samples were vortexed then sonicated for 1 minute using a Sonifier 450 Cell Disruptor (Branson Ultrasonics, Danbury, CT). Prior to dosing, the samples were vortexed then sonicated for 15 seconds and vortexed immediately before each mouse exposure. For each experimental time point, fresh welding fume suspensions were made and the same preparation was used to expose both strains of mice.

### Mouse pharyngeal aspiration exposure

Age and weight-matched mice were exposed to GMA-MS, GMA-SS or sterile Ca^+2 ^and Mg^+2^-free PBS vehicle (sham) by pharyngeal aspiration as previously described [15]. Briefly, each mouse was placed in a glass jar with a gauze pad moistened with isoflurane (Abbott Laboratories, North Chicago, IL) until slowed breathing was observed. The mouse was then suspended, by its top incisors, on a slanted board in a dorsal recumbent position. The tongue was extended with forceps and the solution was pipetted to the oropharynx. The tongue was held extended until the solution was aspirated into the lung and the mouse resumed a regular breathing pattern. When performed properly, this technique allows minimal sample loss to the digestive tract. The mouse was then returned to its cage to recover, typically 10-15 seconds.

In this study, mice were exposed over a 10 day period to 4 bolus doses of test material in lieu of a single bolus dose. This regime achieved an accumulation of particles in the lung over time, which may be more representative of an occupational exposure. Mice were exposed 4 times (once every 3 days) to 85 μg (~5 mg/kg) of GMA-MS or GMA-SS welding fume. The cumulative fume lung burden was derived from our previous pharyngeal aspiration experiment in the A/J mouse and is equivalent to ~196 days of exposure in a 75 kg welder working an 8 hour shift [16]. A 25 μl aspiration volume was used and shams were administered an equal volume of PBS. Mice were euthanized 4 and 16 weeks after the fourth exposure. We chose to examine 4 weeks post-exposure based on our previous data that showed the lung response to welding fume was resolving in both mouse strains by this time [9]. We also evaluated 16 weeks post-exposure for chronic lung transcriptional alterations to welding fume. At 16 weeks, there was no evidence of any ongoing histopathologic response to either welding fume in the A/J lung, although both welding fumes were still present in significant amounts (unpublished observation).

### Body weight determination

Mice were weighed after the 1 week acclimation period, throughout the dosing and again at 4 and 16 weeks. All groups gained weight throughout the study and no treatment effects were observed.

### Whole lung RNA isolation

Mice were anesthetized with an intraperitoneal overdose of Sleepaway (26% sodium pentobarbital, 7.8% isopropyl alcohol and 20.7% propylene glycol, Fort Dodge Animal Health, Fort Dodge, IA) then weighed. Once the mouse was unresponsive to a toe pinch, the abdomen was opened and the vena cava was cut to exsanguinate the mouse. Whole lungs were removed from sham and welding fume-exposed mice then snap frozen in liquid nitrogen and stored at -80°C for RNA isolation. RNA was isolated from whole lung homogenates using the TRIzol (Invitrogen, Carlsbad, CA) method and then cleaned according to the manufacturer's instructions using a RNeasy Mini Kit (Qiagen, Valencia, CA). A 2 μl aliquot of each RNA sample was quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE) and quality was assessed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### MouseRef-8 v1.1 Illumina BeadChips

Labeled cRNA, from an input RNA of 375 ng, was prepared according to the manufacture's protocol, using the Illumina TotalPrep RNA Amplification Kit (Applied Biosystems Inc., Foster City, CA, Catalog #AMIL1791) for hybridization to the arrays. The labeled cRNA samples were then assessed for quality and quantity. To ensure consistency for the array hybridization, all cRNA samples for each time point were quantified at the same time. The MouseRef-8 v1.1 beadchip contains > 24,000 well annotated RefSeq transcripts and allows 8 samples to be interrogated in parallel. To minimize array to array variability, a cRNA sample from each of the sham, GMA-MS and GMA-SS groups from both mouse strains was hybridized to each of the beadchips (n = 4/group/strain) according to the manufacturer's protocol. After a 20 hour hybridization period at 58°C, the beadchips were scanned using an Illumina BeadStation 500 G - BeadArray Reader (Illumina, Inc., San Diego, CA). The data discussed in this publication were deposited in NCBI's Gene Expression Omnibus (GEO) [17]. Data are accessible through GEO Series accession number GSE20174 http://www.ncbi.nlm.nih.gov/geo/.

### Statistics and data analysis strategy for Illumina beadchips

Metrics files from the bead scanner were checked to ensure that all samples fluoresced at comparable levels before importing samples into Beadstudio (Framework version 3.0.19.0) Gene Expression module v.3.0.14. Reference, hybridization control, stringency and negative control genes were checked for proper chip detection. Beadarray expression data were then exported with mean fluorescent intensity across like beads and bead variance estimates into flat files for subsequent analysis.

Illumina BeadArray expression data were analyzed in Bioconductor using the 'lumi' and 'limma' packages. Bioconductor is a project for the analysis and comprehension of genomic data and operates in R, a statistical computing environment [18]. The 'lumi' Bioconductor package was specifically developed to process Illumina microarrays and covers data input, quality control, variance stabilization, normalization and gene annotation [19]. Background correction utilized the method known as force positive to force all expression values to be positive by adding an offset (minus minimum values plus 1). This background correction precedes the variance stabilizing transformation (VST) method which takes advantage of the technical replicates available on an Illumina microarray. Data normalization proceeds using the robust spline normalization algorithm, which combines the features of quantile and loess normalization [19]. Prior to subsequent analyses including differential expression analysis, unexpressed genes were filtered out.

Normalized data were then analyzed using the 'limma' package in R. The 'limma' package is designed to fit specific linear models for microarray data., generates group means of expression, p-values are calculated (including adjusted p-values for multiple tests) and log fold-changes which are converted to standard fold changes. These lists of genes and their associated statistics are utilized as input for subsequent bioinformatic analysis.

### Hierarchical clustering

Heat maps for the 4 and 16 week time points were generated using the gplots package in R with the default settings of Euclidean distance and complete linkage for the construction of the dendrograms.

### Molecular Network Analysis using Ingenuity Pathways Analysis (IPA)

Data were analyzed using Ingenuity Pathways Analysis (IPA version 6.3) (Ingenuity Systems^®^, http://www.ingenuity.com). Whole datasets containing gene identifiers and corresponding expression values were uploaded into the application and a core analysis was done. Each identifier was mapped to its corresponding gene object in the Ingenuity knowledge base. A fold change cutoff of 1.3 was set to identify genes whose expression was significantly differentially regulated. These genes, called focus genes, were overlaid onto a global molecular network developed from information contained in the Ingenuity knowledge base. Networks of these focus genes were then algorithmically generated based on their connectivity. For simplicity, the most significant network (highest network score or lowest p-value) generated by IPA which incorporated the greatest number of the focus genes is presented. Network scores are calculated using Fisher's exact test and is equal to the -log_10 _(p-value).

The Biological Functional Analysis identified the biological functions and/or diseases that were most significant to the data set. Genes from the dataset that met the fold change cutoff of 1.3 and were associated with biological functions and/or diseases in the Ingenuity knowledge base were considered for the analysis. Fischer's exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone.

### Confirmation of microarray data by RT-qPCR

A gene subset from the 4 week time point differentially expressed in the A/J strain by microarray was confirmed using the following Pre-designed Assays-on-Demand™ TaqMan^® ^probes and primers from Applied Biosystems: complement factor B (*CFB*) [Mm00433909_m1], lipocalin 2 (*LCN2*) [Mm01324472_g1], matrix metalloproteinase 12 (*MMP12*) [Mm00500554_m1], osteopontin (*SPP1*) [Mm00436767_m1]. One μg of total RNA was reverse-transcribed using random hexamers (Applied Biosystems, Foster City, CA) and Superscript II (Invitrogen, Carlsbad, CA). Five μl of cDNA (in duplicates for each gene) was then used for gene expression determination using the Applied Biosystems 7900 HT (Foster City, CA). The ribosomal subunit 18 S was used as the reference gene (Hs99999901_s1, Applied Biosystems). Relative gene expression was calculated using the comparative threshold method (2-ΔΔCt) [20]. All genes were validated in both GMA-MS and -SS exposed lungs except *SPP1*, which was only confirmed in the GMA-SS A/J lung tissue. The same lung RNA samples were used for both RT-qPCR and microarray gene expression analysis. Data were analyzed by one-way analysis of variance (ANOVA) generating a least squares means table by Student's t-test using JMP^® ^Statistical Discovery Software.

## Results and Discussion

### Hierarchical clustering

Shown in figure 1 are the heatmaps of differentially expressed genes in the lungs of A/J and B6 mice exposed to GMA-MS, GMA-SS welding fume or vehicle at 4 (panel A) and 16 weeks (panel B) post-exposure. 

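Whole-lung RNA from A/J and C57BL/6J (B6) mice was measured on 48 arrays, 4 in each of 12 groups. The groups were the 2 strains given GMA-MS fume, GMA-SS fume or the PBS vehicle (sham), with lungs taken 4 or 16 weeks after the last exposure. Each of 8 beadchips carried 6 of the arrays, 1 of each group of a time point, so that the replicate number of an array names its beadchip. The files give the mean fluorescence intensity over the beads of each of 24613 probes, its standard error, the number of beads and a detection p against negative control probes. The authors also deposited values made from these intensities by an offset that makes all of them positive, a variance-stabilizing transformation and robust spline normalization within each time point, on a scale close to log2 intensity. The values in these results were computed from the intensities with limma. They were corrected for background by a normal-exponential convolution, with negative control signal inferred from the detection p and an offset of 16, then quantile normalized within each time point and set on a log2 scale. A probe was tested when its detection p was under 0.01 in at least 4 of the 24 arrays of the time point, and the probe with the highest mean signal stood for its gene. This left 8687 genes at 4 weeks and 8710 at 16 weeks. A linear model with the 6 groups of a time point was fitted, p values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Each fold is a fume group over sham of the same strain and time point, with n = 4 arrays per group. In simulated data with 50 genes raised at each fold, this test called 26 genes raised 1.3 fold and 48 raised 2 fold at 4 weeks, with 9 false calls, and 43 and 49 at 16 weeks, with 11 false calls. The simulated noise was independent between arrays, without a beadchip effect, and the genes of all folds were raised together. These rates therefore need not hold in the real data. Before the data were examined, 24 gene lists were fixed, among them neutrophils, macrophages and particle load, chemokines, acute phase proteins, the circadian clock, immediate early genes and tissues next to the lung. They were tested with limma's camera at a preset correlation of 0.01 between genes and again with an estimated correlation. Of 70 lists called against sham, 17 were also called with the estimated correlation. Several lists match themes that the paper reports from these same arrays, and their calls are not independent of that report. The arrays detected 9990 to 11421 probes at 4 weeks (median 10696) and 10594 to 11567 at 16 weeks (median 11045.5), with 34 to 36 beads per probe on average, and the number of arrays limits the precision. Arrays of a beadchip resembled each other, with a mean correlation over genes of 0.258 to 0.434 within the beadchips of 4 weeks against -0.119 between them. A fit with beadchip as a block was therefore run as well, and its value is given where it changes a call or moves a count by more than 1.5 times. Scaling arrays to the median of all probes in place of quantile normalization raised the median residual SD from 0.142 to 1.12 at 4 weeks and from 0.107 to 0.780 at 16 weeks, and 0 of 70 calls of named genes were kept. It also moved the median log2 fold change over all genes by as much as 0.77, in B6 mice 16 weeks after GMA-MS.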

Comparisons were made to the corresponding control mouse strain. 

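Genes of stratified squamous epithelium, which lines the upper airway and esophagus and is not lung parenchyma, spanned at least a 27.1-fold range of median level over the 48 arrays, the lowest of which lay near background, and moved together, with a mean pairwise correlation of 0.907 around the group means. Their highest level was in an A/J sham lung at 4 weeks (replicate 1, log2 intensity 12.14). Krt13, Sprr1a, Lor and Tgm3, genes of keratinized surfaces, are among the 12 members. Over all genes tested, each centred on its mean in the 12 arrays of a strain and time point, the mean distance between arrays (1 minus Pearson's r) was 1.09 within and 1.08 between the exposure groups of A/J mice at 4 weeks. The difference, between minus within, was -0.01 in A/J mice (one-sided exact permutation test over 5775 assignments, p = 0.467) and -0.02 in B6 mice (exact p = 0.474). At 16 weeks it was -0.09 in A/J mice (exact p = 0.851) and -0.000719 in B6 mice (exact p = 0.383). After each gene was centred on its beadchip, the differences were 0.279 and 0.234 at 4 weeks and 0.081 and 0.317 at 16 weeks in A/J and B6 mice (exact permutation within beadchips, p = 0.0833, 0.241, 0.532 and 0.0787). The paper's heatmaps cluster genes selected as differentially expressed, by Euclidean distance. These values, over all genes and by another distance, do not test that clustering.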

Overall, at 4 and 16 weeks, expression patterns of the analyzed genes were more similar within exposure groups rather than between exposure groups. This indicates that a good consistency across samples was found on the individual arrays. Using our statistical criteria, 36 annotated genes resulted in 5 distinct subclusters among the A/J and B6 welding fume-exposed and control groups at 4 weeks post-exposure. 

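Fcgr2b, an inhibitory Fc receptor of myeloid and B cells, rose 4 weeks after GMA-SS in A/J mice (log2 fold change 0.51, standard error 0.08, adjusted p = 0.00132). Trem2, a lipid receptor of macrophages, rose in the same group (log2 fold change 0.59, standard error 0.09, adjusted p = 0.00332). Wnt7a, a secreted signalling protein, fell there (log2 fold change -0.49, standard error 0.09, adjusted p = 0.0133). Pik3r3, a regulatory subunit of PI3 kinase, fell after GMA-MS in A/J mice (log2 fold change -0.43, standard error 0.08, adjusted p = 0.0132). All 4 lost their calls with only the 2 groups in the fit, and Wnt7a and Pik3r3 also in 5 and 3 of 8 fits that left out 1 array. In all, 39 genes passed at an adjusted p under 0.05 from limma in at least 1 of the 4 comparisons of a fume with sham. They were 17 after GMA-MS and 20 after GMA-SS in A/J mice, and 7 after each fume in B6 mice. With only the groups of a comparison in the fit, the counts were 2, 10, 0 and 3 (12 genes in all), and with beadchip as a block 114, 70, 40 and 17 (189 in all). Without A/J sham replicate 2 or 3 there were 65 and 22 in all.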

The subclusters intermixed in the GMA-MS or -SS exposed B6 representing similar gene expression patterns within this strain to these welding fumes; this was in contrast to the A/J strain (see panel A).

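In B6 lungs at 4 weeks, immediate early genes gave small differences between the 2 fumes, none of which passed the test. Egr1 differed between GMA-SS and GMA-MS by a log2 fold change of 0.10 (standard error 0.18), Fos by 0.22 (standard error 0.23) and Ccn1, a matricellular protein, by -0.05 (standard error 0.19). In A/J lungs, chemokine genes as a list were higher after GMA-SS than after GMA-MS (adjusted p = 3.67e-05; adjusted p = 0.289 with an estimated correlation), with a median log2 fold change of 0.11 over 20 genes. Acute phase genes were as well (adjusted p = 0.00396; adjusted p = 0.334 with an estimated correlation), and so were squamous epithelium genes (adjusted p = 3.15e-04; adjusted p = 0.431 with an estimated correlation). Between the 2 fumes, 0 of 8687 genes passed limma's test in B6 mice (235 at an unadjusted p under 0.05, 434 being the number expected by chance) and 0 of 24 lists. In A/J mice 0 genes passed as well (524 at an unadjusted p under 0.05), with 1 gene called when beadchip was a block and 1 without A/J GMA-SS replicate 1.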

**Figure 1:**
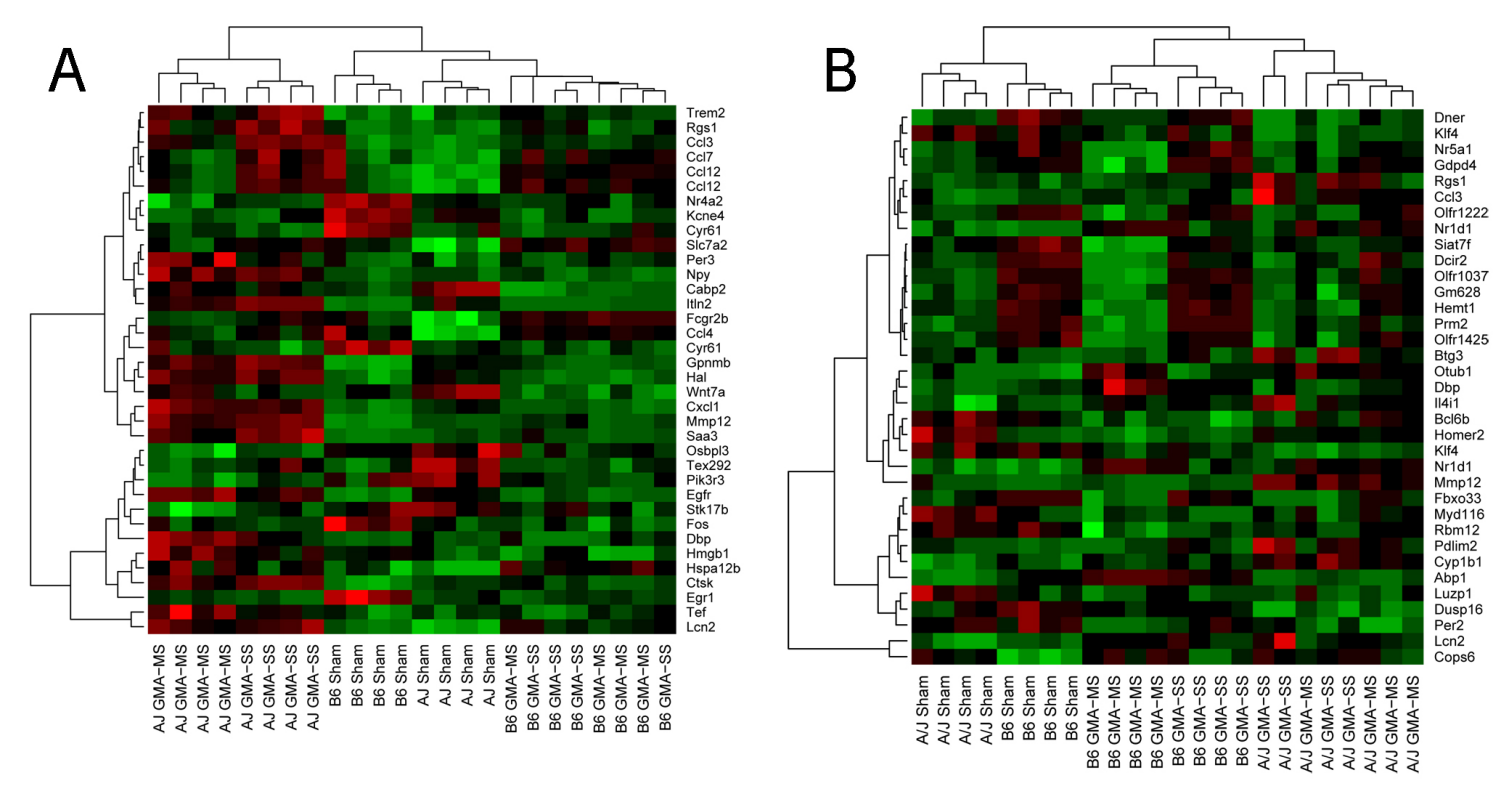
**Hierarchical clustering of differentially expressed genes in GMA welding fume-exposed A/J and B6 mice**. Hierarchical clustering analysis of differentially expressed genes in the lungs of A/J and B6 mice exposed to GMA-MS or GMA-SS welding fume or PBS (sham) at 4 (panel A) and 16 weeks (panel B) post-exposure after FDR p-value adjustment (p < 0.05, n = 4/group). The range of gene expression values are represented as the color scheme green-black-red which indicates low-moderate-high gene expression compared to the corresponding sham. Note: Two different Illumina probe sequences on the MouseRef-8 v1.1 beadchip were present for *CCL12*, *KLF4*, *NR1D1*; therefore, these genes appear twice on the heatmap.

By 16 weeks post-exposure, 35 annotated genes resulted in 5 distinct subclusters among the A/J and B6 welding fume-exposed and control groups. In contrast to our 4 week analysis, the subclusters intermixed in the GMA-MS or -SS exposed A/J, representing similar gene expression patterns within this strain to these welding fumes by 16 weeks (see panel B).

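Of the genes that passed at 16 weeks, Cyp1b1 and Mmp12 rose after GMA-SS in A/J mice and Nr1d1, a repressor of the circadian clock, rose after GMA-MS in both strains. Aoc1, a diamine oxidase that breaks down histamine, rose 1.71 fold after GMA-MS in B6 mice (log2 fold change 0.78, standard error 0.11, adjusted p = 0.00146). Zfp661, a zinc finger protein, fell in the same comparison (log2 fold change -0.60, standard error 0.08, adjusted p = 4.14e-04). Homer2, a scaffold protein of the synapse and muscle, fell after GMA-MS in A/J mice (log2 fold change -0.45, standard error 0.08, adjusted p = 0.0293). Among the genes lower in B6 mice after GMA-MS were Prm2, a protamine of sperm that was not above background after the fume (at least 1.15 fold lower, adjusted p = 6.22e-04), and the odorant receptors Olfr1037 and Olfr1222, and the signals of all 3 lay near background. In all, 17 genes passed at an adjusted p under 0.05 from limma in at least 1 of the 4 comparisons with sham, 2 after GMA-MS and 3 after GMA-SS in A/J mice, 13 after GMA-MS and 0 after GMA-SS in B6 mice (356 at an unadjusted p under 0.05, and 1 gene called without B6 GMA-SS replicate 3). Without a filter on detection the count was 42, with only the groups of a comparison in the fit 5, and with beadchip as a block 55, 50 of them after GMA-MS in B6 mice. Homer2 and Nr1d1 in A/J mice lost their calls in 7 of 8 fits that left out 1 array, and with only the 2 groups in the fit all calls named here but those of Zfp661 and Nr1d1 in B6 mice were lost.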

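In A/J lungs at 16 weeks, chemokine genes, which recruit leukocytes, were higher after GMA-SS than after GMA-MS. Their median log2 fold change between the fumes was 0.23 over 20 genes (adjusted p = 1.45e-09, and adjusted p = 0.00996 with an estimated correlation), with 3 higher and 0 lower when adjusted over the list alone. Macrophage genes (adjusted p = 1.23e-05; adjusted p = 0.163 with an estimated correlation) and acute phase genes (adjusted p = 3.23e-04; adjusted p = 0.121 with an estimated correlation) were also higher after GMA-SS. Endothelial genes were lower after GMA-SS than after GMA-MS (adjusted p = 6.20e-05; adjusted p = 0.149 with an estimated correlation). No single gene separated the fumes in A/J mice at 16 weeks, 0 of 8710 passing limma's test (400 at an unadjusted p under 0.05, and 2 genes called without a filter on detection). In B6 mice 5 genes were higher after GMA-SS than after GMA-MS, among them Gdpd4 (log2 fold change 0.35, standard error 0.04, adjusted p = 5.06e-04) and Nr5a1 (log2 fold change 0.32, standard error 0.05, adjusted p = 8.72e-04), a nuclear receptor of steroid-producing cells. The count in B6 mice was 10 with beadchip as a block, 1 with only the groups of the comparison and 8 without B6 GMA-MS replicate 1.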

### Gene activation 4 and 16 weeks post-exposure to welding fume

Based on our selected analysis criteria, at 4 weeks after GMA-MS fume exposure the A/J strain had an overall upregulation in gene transcription compared with the B6. Nearly three quarters (32 out of 43) of the genes in the A/J lung were upregulated versus only 40% (8 out of 20) in the B6 strain at this time point (Figure 2, panel A). 

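Egfr, the epidermal growth factor receptor, rose 1.40 fold in A/J lungs 4 weeks after GMA-MS (log2 fold change 0.48, standard error 0.09, adjusted p = 0.0209). Creld2, a protein of the endoplasmic reticulum, rose 1.39 fold, Kank3, a cytoskeletal protein of endothelium, 1.47 fold, and Hspa12b, a chaperone of endothelial cells, 1.45 fold (adjusted p = 0.0132, 0.0209 and 0.0318). In B6 lungs, Ccn1, a matricellular protein induced by growth factors, fell by 1.27 on the log2 scale (standard error 0.19, adjusted p = 0.00544), and Kcne4, a potassium channel subunit, by 0.37 (standard error 0.06, adjusted p = 0.00870). All 6 lost their calls with only the 2 groups in the fit, and Egfr, Creld2, Kank3 and Hspa12b also in 5, 3, 6 and 6 of 8 fits that left out 1 array. At the study's cutoff, a change of at least 1.3 fold with a p under 0.05, taken as unadjusted, 71 genes were higher and 28 lower in A/J mice (71.7% higher), and 26 higher and 23 lower in B6 mice (53.1% higher). With the adjusted p from limma in its place, 13 were higher and 2 lower in A/J mice, and 0 higher and 6 lower in B6 mice. With beadchip as a block as well, 43 were higher and 11 lower in A/J mice, and 9 higher and 14 lower in B6 mice. Counts at the cutoff were 193 and 184 in A/J mice without sham replicate 2 or 4, and 98 and 83 in B6 mice without GMA-MS replicate 1 or sham replicate 3. The share of higher genes in B6 mice ranged from 32.7% to 54.4% over the 8 fits without 1 array. Calls at the adjusted p were 17 in A/J mice, with 114 when beadchip was a block, 34 without sham replicate 2, 10, 3 and 6 without sham replicate 1, 3 or 4, and 7 and 8 without GMA-MS replicate 1 or 3, while the 7 calls in B6 mice became 40 with the block and 4 without sham replicate 1.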

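At 16 weeks after GMA-MS, genes of the heat shock response were lower in A/J lungs as a list (adjusted p = 8.67e-08; adjusted p = 0.238 with an estimated correlation). Ap5s1, a subunit of an adaptor complex of endosomes, rose 1.25 fold in B6 mice (log2 fold change 0.32, standard error 0.05, adjusted p = 0.00487). Dner, a ligand of Notch, fell in B6 mice (log2 fold change -0.32, standard error 0.05, adjusted p = 0.00225), and both calls were lost with only the 2 groups in the fit. Stomach and intestine genes were lower in A/J mice after the fume, with a median log2 fold change of -0.74 over 8 genes (adjusted p = 9.84e-05; adjusted p = 0.439 with an estimated correlation), and their highest level by far was in A/J sham replicate 4 (log2 intensity 11.61 against at most 8.76 in any other array). At the cutoff of 1.3 fold and a p under 0.05, taken as unadjusted, 26 genes were higher and 24 lower in A/J mice, and 23 higher and 13 lower in B6 mice. With limma's adjusted p, 1 was higher and 1 lower in A/J mice, and 3 higher and 2 lower in B6 mice (6 and 5 with beadchip as a block). Counts at the cutoff were 79 and 80 in A/J mice without sham replicate 1 or 2, and 95 and 72 in B6 mice without GMA-MS replicate 1 or sham replicate 3. Of the 95, 64 were lower, so that the majority turned. Over all fits without 1 array the share of lower genes ranged from 37.9% to 63.3% in A/J and from 38.1% to 67.4% in B6 mice. The 2 calls in A/J mice became 0 without sham replicate 1 or 3 or any 1 of the 4 GMA-MS arrays and 1 without sham replicate 4, and the 13 calls in B6 mice became 21 without sham replicate 3.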

By 16 weeks post-exposure, the A/J exhibited an overall downregulation in gene transcription after GMA-MS compared with the B6, 69% (22 out of 32) versus 50% (9 out of 18), respectively (Figure 2, panel B). Similarly, with GMA-SS exposure, 88% (43 out of 49) of the genes were upregulated in the A/J, whereas 45% (10 out of 22) in the B6 were upregulated (Figure 3, panel A). 

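Rgs1, a regulator of chemokine receptor signalling in lymphocytes, rose in A/J lungs 4 weeks after GMA-SS from a level not above background in sham lungs, at least 1.55 fold (adjusted p = 6.51e-04). Il7r, the interleukin 7 receptor of lymphocytes, rose 1.48 fold (log2 fold change 0.57, standard error 0.12, adjusted p = 0.0472). Itln1, a secreted lectin that binds microbial sugars, rose 1.57 fold (log2 fold change 0.65, standard error 0.11, adjusted p = 0.00436). In B6 lungs, Ccl6, a chemokine of macrophages, rose 1.57 fold (log2 fold change 0.65, standard error 0.12, adjusted p = 0.0401), and Prr18, a proline-rich protein, 1.34 fold (log2 fold change 0.43, standard error 0.06, adjusted p = 0.00182). Prr18 also rose in A/J mice (log2 fold change 0.31, adjusted p = 0.0333). The calls of Il7r and Prr18 in A/J mice and Ccl6 in B6 mice were each lost in 6 of 8 fits that left out 1 array, those named here other than Rgs1 were lost with only the 2 groups in the fit, and that of Il7r was lost in 8 of 12 other settings. At the study's cutoff 65 genes were higher and 23 lower in A/J mice (73.9% higher), and 21 higher and 19 lower in B6 mice (52.5% higher). With limma's adjusted p, 16 were higher and 3 lower in A/J mice, and 3 higher and 3 lower in B6 mice. With beadchip as a block as well, 27 were higher and 14 lower in A/J mice, and 5 higher and 5 lower in B6 mice. Without sham replicate 2 the A/J count at the cutoff was 167, and the B6 count was 129, 63 and 78 without sham replicate 3 or GMA-SS replicate 3 or 4. The share of higher genes in B6 mice ranged from 24.0% to 57.1% over the 8 fits without 1 array. With only the 2 groups in the fit it was 30.4%. Calls at the adjusted p, 20 in A/J mice, were 33 and 12 without sham replicate 2 or 3 and 12 without GMA-SS replicate 4, and the 7 in B6 mice were 4 without sham replicate 1 or 2 or GMA-SS replicate 4. With beadchip as a block there were 70 calls in A/J mice (35 higher, 35 lower) and 17 in B6 mice (9 higher, 8 lower).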

At 16 weeks post-exposure to GMA-SS, the number of differentially expressed genes in the A/J was 35 versus 12 in the B6 strain. 

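At 16 weeks after GMA-SS, A/J lungs had higher genes of B cells and plasma cells than sham, such as Mzb1, a chaperone of antibody assembly (log2 fold change 0.85, adjusted p = 0.208), and Pou2af1, a coactivator of immunoglobulin genes (0.49, adjusted p = 0.467). The list of 13 genes was called (adjusted p = 5.54e-10; adjusted p = 0.0827 with an estimated correlation), with 0 members past the test over all genes and 3 higher when adjusted over the list alone. In B6 lungs, genes of the NRF2 antioxidant response were higher as a list of 15 (adjusted p = 0.00960; adjusted p = 0.231 with an estimated correlation), and adipose genes lower (adjusted p = 0.0145; adjusted p = 0.231 with an estimated correlation). Past the study's cutoff were 33 higher and 11 lower genes in A/J mice (75% higher), and 17 higher and 4 lower in B6 mice (81.0% higher). With limma's adjusted p, 3 were higher in A/J mice and 0 changed in B6 mice. Over the fits without 1 array the share of higher genes ranged from 43.9% to 80.5% in A/J and from 58.3% to 87.5% in B6 mice. In A/J mice the count at the cutoff was 73 and 68 without sham replicate 2 or 4, and the 3 calls became 7, 7 and 5 without GMA-SS replicate 1 or sham replicate 2 or 4. In B6 mice the count at the cutoff was 35 and 13 without GMA-SS replicate 1 or 3, and 1 gene was called without GMA-SS replicate 3.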

Of the genes analyzed, 83% (10 out of 12) in the B6 and 57% (20 out of 35) in the A/J strain were upregulated (Figure 3, panel B). These data collectively show a more marked response in the A/J at both time points and with both welding fumes.

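Each gene with a different response to GMA-MS in the 2 strains at 16 weeks had a positive log2 fold change in A/J mice and a negative one in B6 mice. Zfp661, Dner and Gdpd4 had 0.30, 0.10 and 0.14 in A/J mice, none of them called. In B6 mice they had -0.60, -0.32 and -0.295, all called, so that the larger changes were the falls in B6 mice. Zfp715 and Zfp661, zinc finger proteins, had log2 differences of 0.50 (standard error 0.09, adjusted p = 0.0148) and 0.90 (standard error 0.11, adjusted p = 3.50e-04) in the effect of the fume, A/J minus B6. Dner and Gdpd4 followed with 0.41 and 0.44 (adjusted p = 0.00668 and 0.00224). Heat shock genes were lower in A/J than in B6 mice in their response to GMA-SS at that time (median difference -0.28, adjusted p = 3.86e-06; adjusted p = 0.306 with an estimated correlation). The strains differed in the effect of GMA-MS in 3 genes at 4 weeks and 10 at 16 weeks, by limma's interaction test. For GMA-SS, 0 genes differed at 4 weeks (153 at an unadjusted p under 0.05, and 1 called without B6 sham replicate 2, B6 GMA-SS replicate 4 or A/J sham replicate 4) and 0 at 16 weeks (293 at an unadjusted p under 0.05, and 1 called without A/J sham replicate 4). Numbers of genes past the cutoff in each strain are not tests of a difference between strains. The 10 genes became 30 with beadchip as a block and 5 with only the groups of the comparison, and the 3 genes became 12 and 1. The paper concludes from its numbers of changed genes that the response was stronger in A/J mice after both fumes and at both times.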

**Figure 2:**
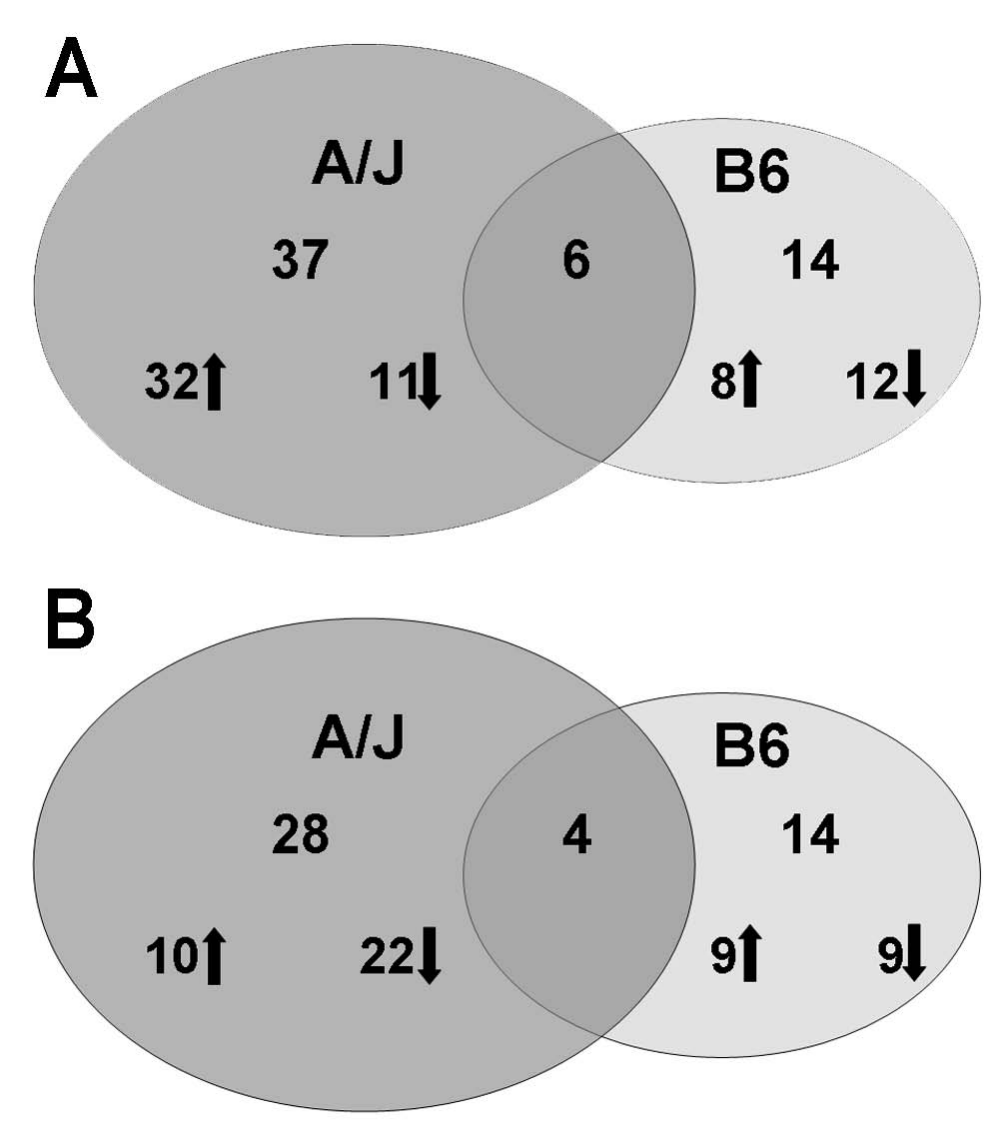
**Differential gene regulation after GMA-MS welding fume exposure in A/J and B6 mice**. Comparison of the number of differentially expressed genes in the lungs of A/J and B6 mice exposed to GMA-MS welding fume at 4 (panel A) and 16 weeks (panel B) post-exposure. The number of genes upregulated (↑) and downregulated (↓) are shown for each strain. At 4 weeks, GMA-MS welding fume exposure induced 6 common genes between the strains: *CH25H*, chromosome 10 open reading frame 10 (*C10ORF10*), *KLF2*, *KLF4*, macrophage receptor with collagenous structure (*MARCO*) and natriuretic peptide receptor C/guanylate cyclase C (*NPR3*). At 16 weeks, 4 common genes were differentially expressed: *DNAJB1*, *LCN2*, *NR1D1 *and *PER2*. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham.

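At 4 weeks after GMA-MS, genes past the study's cutoff in both strains included Ch25h, which makes 25-hydroxycholesterol, and Marco, a scavenger receptor of macrophages. Ch25h rose 2.03 fold in A/J mice (log2 fold change 1.02, standard error 0.21, adjusted p = 0.0473) and stood at 1.58 fold in B6 mice (adjusted p = 0.733). Marco stood at 1.63 fold in A/J and 1.59 fold in B6 mice (adjusted p = 0.216 and 0.524). Npr3, the natriuretic peptide clearance receptor, had log2 fold changes of 0.60 and 0.58 (adjusted p = 0.318, or 0.0490 with beadchip as a block, and 0.761), and Depp1, a target of FOXO factors, the mouse gene of the human symbol C10ORF10, stood at 1.46 and 1.58 fold (adjusted p = 0.401 and 0.524). Klf2 and Klf4, transcription factors of endothelium and epithelium, had log2 fold changes of -0.46 and -0.53 in A/J mice (adjusted p = 0.413 and 0.364). At the cutoff, 21 genes moved the same way in both strains, against 0.287 expected if the strains' genes were independent and all genes equally likely to reach it. Genes differ in spread and the strains' arrays share beadchips, so this and the later expected numbers need not hold. Without the block, 0 genes passed limma's adjusted p in both strains (642 and 335 genes had an unadjusted p under 0.05 in A/J and B6 mice). With beadchip as a block 114 and 40 genes passed in A/J and B6 mice, Nr1d1 in both. Ch25h lost its call in A/J mice in 7 of 8 fits that left out 1 array, with only the 2 groups in the fit and with the authors' deposited values, and 1 A/J GMA-MS array (replicate 2) was at a log2 intensity of 10.80 against 9.84 to 10.00 in the others.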

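Dnajb1, a cochaperone of the heat shock response, and Lcn2, a siderophore-binding protein of neutrophils and injured epithelium, stood past the study's cutoff in both strains 16 weeks after GMA-MS, with no call at the adjusted p. Dnajb1 had log2 fold changes of -0.65 in A/J and -0.79 in B6 mice (standard error 0.17 in both, adjusted p = 0.169 and 0.0692, the latter 0.0273 with beadchip as a block). Cxcl1, a chemokine of neutrophils, also stood past the cutoff in both strains. Of 6 genes that moved the same way in both strains at the cutoff (0.104 expected with all genes taken as equally likely to reach it), Nr1d1 was past limma's adjusted p in both, a call lost in A/J mice in 7 of 8 fits that left out 1 array and with only the 2 groups in the fit.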

**Figure 3:**
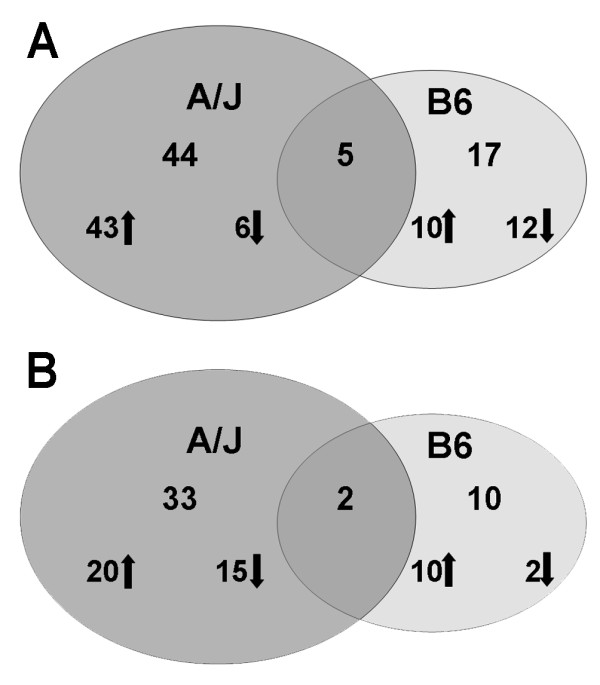
**Differential gene regulation after GMA-SS welding fume exposure in A/J and B6 mice**. Comparison of the number of differentially expressed genes in the lungs of A/J and B6 mice exposed to GMA-SS welding fume at 4 (panel A) and 16 weeks (panel B) post-exposure. The number of genes upregulated (↑) and downregulated (↓) are shown for each strain. GMA-SS fume exposure induced 5 common genes at 4 weeks post-exposure: cathespin K (*CTSK*), *HSPH1*, *MMP12*, *PER2 *and solute carrier family 26, member 4 (*SLC26A4*). Only 2 common genes were induced at 16 weeks post-exposure: *DNAJB1 *and *NR1D1*. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham.

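At 4 weeks after GMA-SS, Ctsk, a collagen-degrading cathepsin, past the study's cutoff in both strains, rose 1.95 fold in A/J mice (log2 fold change 0.96, standard error 0.14, adjusted p = 8.32e-04) and stood at 1.48 fold in B6 mice (adjusted p = 0.241). Gpnmb, a glycoprotein of lipid-laden macrophages, had log2 fold changes of 0.52 and 0.71 (adjusted p = 0.356 and 0.0914). Slc26a4, an anion exchanger of airway epithelium, stood at 1.61 and 1.51 fold (adjusted p = 0.153 and 0.642), and passed in both strains with beadchip as a block (adjusted p = 0.00212 and 0.0153). Hsph1, a chaperone, stood at 1.60 and 1.39 fold (adjusted p = 0.492 and 1.00). At the cutoff 15 genes moved the same way in both strains, against 0.207 expected, Mmp12 among them. Mmp12 and Prr18 passed limma's adjusted p in both strains. Prr18 was not among the 15, since its change in A/J mice (log2 fold change 0.31) lay under the study's fold cutoff. Prr18 lost its call in both strains with only the 2 groups in the fit. In A/J mice Prr18 also lost its call in 6 of 8 fits that left out 1 array.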

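At 16 weeks after GMA-SS, Dnajb1 had log2 fold changes of -0.55 in A/J and -0.48 in B6 mice (standard error 0.17), and Nr1d1 0.53 and 0.61 (standard error 0.16), none past limma's adjusted p. Gpnmb and Csrp3, a protein of striated muscle, were the other genes past the study's cutoff in both strains. Muscle genes as a list were lower in A/J mice (adjusted p = 0.00282; adjusted p = 0.273 with an estimated correlation), with a median log2 fold change of -0.24 over 15 genes. Of the 4 genes past the cutoff in both strains, 3 moved the same way (0.0695 expected with all genes taken as equally likely to reach it), and 0 genes passed limma's adjusted p in both strains (514 and 356 had an unadjusted p under 0.05).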

### 4 weeks post-exposure to GMA-MS: IPA analysis

IPA analysis is unbiased and independent of the study design. The networks generated from the input of transcriptional data yields networks based on the known functions and interconnectivity of the affected genes. Therefore, network titles refer to the primary functions of the gene pathways. Network analysis shows upregulated (intensity of red) and downregulated (intensity of green) molecules with the remaining pathway molecules incorporated by IPA. Molecules that were not user specified, but incorporated into the network through relationships with other molecules are white and those that were neither up nor down regulated or did not meet the defined cutoff criteria are gray. The top network in the A/J lung at 4 weeks post-exposure to GMA-MS was behavior, nervous system development and function and gene expression which incorporated 19 focus genes out of 43 network eligible genes (Figure 4, panel A). 

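Genes of the chemokine and acute phase lists were higher in A/J lungs 4 weeks after GMA-MS. Cxcl1, which attracts neutrophils, rose 2.45 fold (log2 fold change 1.29, standard error 0.19, adjusted p = 0.00303), and Saa3, an acute phase protein made in the lung, rose 2.71 fold (log2 fold change 1.44, standard error 0.27, adjusted p = 0.0209). Of 20 chemokine genes, 1 passed over all genes and 7 were higher when adjusted over the list alone, among them Cxcl5 (log2 fold change 0.95), Ccl4 (0.86) and Ccl12 (0.60). The list was called (adjusted p = 4.60e-07, and adjusted p = 0.0344 with an estimated correlation). Of 12 acute phase genes, 2 passed and the list was called (adjusted p = 7.65e-05; adjusted p = 0.0554 with an estimated correlation). Immediate early genes were lower as a list (adjusted p = 0.0444; adjusted p = 0.227 with an estimated correlation), with 0 members past the test over all genes from limma. Ccl2 was detected on 0 of the 24 arrays and could not be tested, and the array has no probe that the annotation names Ccr8 or Nfil3. The human-style symbol CCL2 of the paper can also stand for mouse Ccl12, which reached the study's cutoff. With only the 2 groups in the fit, Cxcl1 and Saa3 lost their calls, and Saa3 lost it in 4 of 8 fits that left out 1 array.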

Genes commonly associated with an inflammatory lung response were altered including kruppel-like factor 2 (lung) [*KLF2*], chemokine (C-C motif) ligand 2 (*CCL2*), chemokine (C-C motif) receptor 8 *(CCR8) *and nuclear factor interleukin 3 regulated (*NFIL3*). Predicted involvement, by IPA, of other molecules involved in this network were the nuclear factor-kappa B (NFκB) complex, platelet-derived growth factor BB (PDGF BB), p38 mitogen- activated protein kinase (MAPK) and the phosphoinositide 3-kinase (PI3K) complex. Lending to the title of this network was the alteration of genes under the higher level function of behavior and nervous system development and function. These genes including D site of albumin promoter (albumin D-box) binding protein (*DBP*), period circadian protein homolog 2 (*PER2*), and nuclear receptor subfamily 1, group D member 1 and 2 (*NR1D1 *and *NR1D2) *are important in circadian rhythm signaling, but also may have functional roles in lung pathobiology and/or lung tumorigenesis [21,22].

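Outputs of the circadian clock were higher in A/J lungs 4 weeks after GMA-MS. Dbp, a transcription factor driven directly by the clock, rose 4.45 fold (log2 fold change 2.15, standard error 0.35, adjusted p = 0.00921), and its relative Tef rose 1.52 fold (log2 fold change 0.60, standard error 0.12, adjusted p = 0.0448). Per2, a repressor of the clock, stood at 1.90 fold (adjusted p = 0.0809, or 0.0461 with beadchip as a block). Arntl, the activator whose cycle runs opposite to these genes, had a log2 fold change of -0.40. Nr1d2 had -0.04 (adjusted p = 0.990), and another of its probes 0.63. Of the 11 clock genes tested, 2 rose and 0 fell over all genes, and 6 were higher and 1 lower when adjusted over the list alone. The list was called (adjusted p = 6.09e-07, and adjusted p = 0.00443 with an estimated correlation). The hour at which lungs were taken is not given in the files. With only the 2 groups in the fit, Dbp and Tef lost their calls, Dbp also without 1 array (without A/J sham 4 weeks replicate 3, adjusted p = 0.0572), and Tef in 5 of 8 such fits. The paper proposes that these clock genes, besides their part in circadian signalling, play a role in lung disease or tumor formation.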

**Figure 4:**
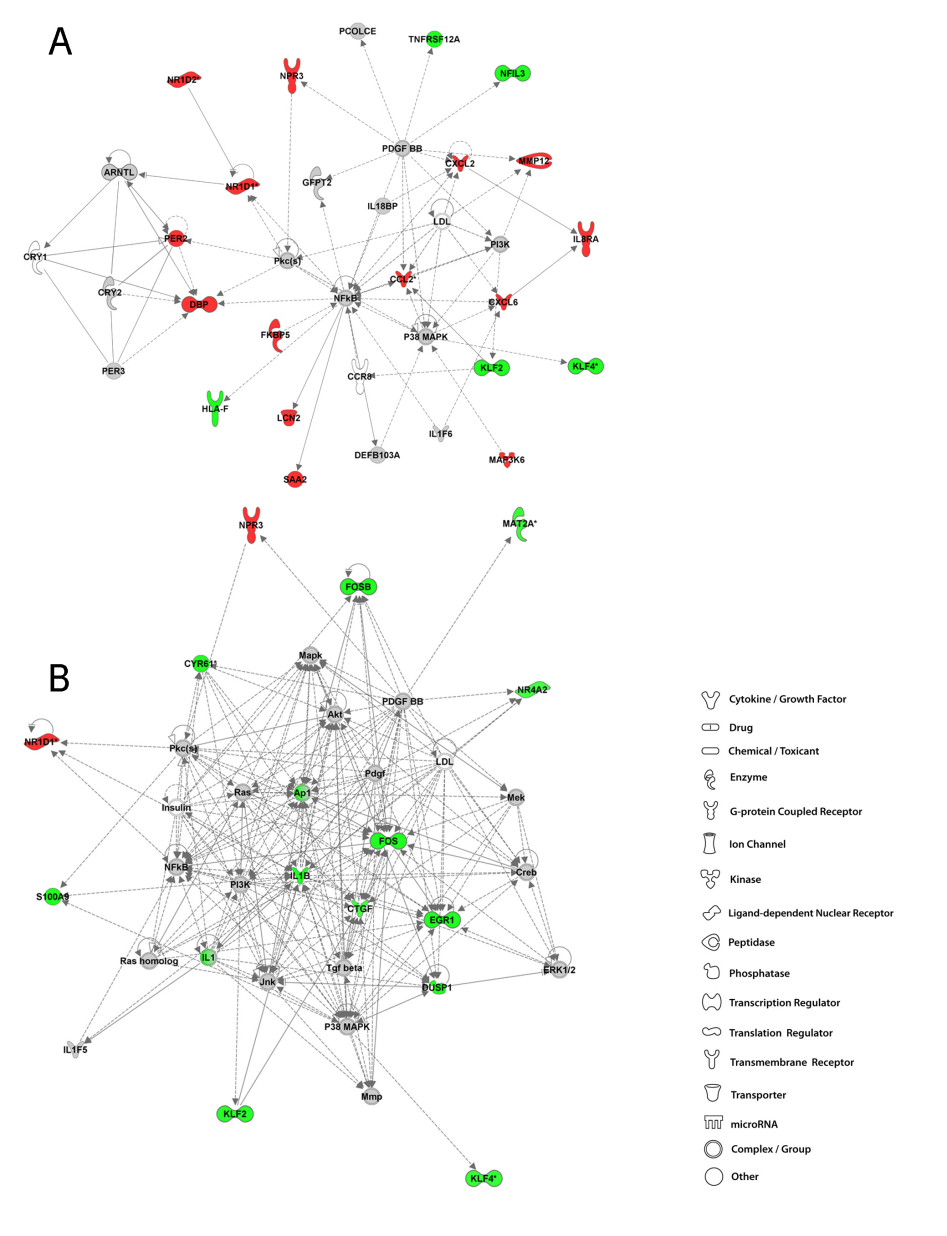
**Top molecular networks 4 weeks after GMA-MS welding fume exposure in A/J and B6 mice**. Gene network analysis by IPA of differentially expressed focus genes 4 weeks after exposure to GMA-MS welding fume in A/J (panel A) and B6 (panel B) mice. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham. Only the highest scoring or most significant network is shown for each group. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

The response in the B6 GMA-MS-exposed lung involved a significant transcriptional downregulation and included genes involved in the higher level disease and disorder category of cancer, functional subcategory apoptosis (Figure 4, panel B). These genes included transcriptional regulators early growth response protein 1 (*EGR1*), *KLF2*, *KLF4*, nuclear receptor subfamily 4, group A, member 2 (*NR4A2*) and members of the v-fos FBJ murine osteosarcoma viral oncogene homolog family or *FOS *genes. 

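In B6 lungs 4 weeks after GMA-MS, immediate early transcription factors, which respond within minutes to growth factors and stress, were lower than in sham lungs. Egr1, a zinc finger factor on chromosome 18 of GRCm38 from 34861207 to 34864956, fell to 0.313 of its sham level (log2 fold change -1.68, standard error 0.18, adjusted p = 3.25e-05), with log2 intensities of 10.85 to 11.36 in the 4 fume-exposed lungs and 12.37 to 13.34 in the 4 sham lungs. Fos, a subunit of AP-1, fell to 0.388 of sham (log2 fold change -1.37, standard error 0.23, adjusted p = 0.0105), Fosb to 0.593 (log2 fold change -0.75, standard error 0.14, adjusted p = 0.0384) and the nuclear receptor Nr4a2 to 0.683 (log2 fold change -0.55, standard error 0.09, adjusted p = 0.0112). Klf2 and Klf4 had log2 fold changes of -0.47 and -0.46 (adjusted p = 0.850 and 1.00). The same 4 sham lungs serve the comparison with GMA-SS. Their Egr1 also lay above that of the A/J sham lungs of 4 weeks (10.92 to 11.71), and so did their Fos (11.03 to 12.03 against 10.08 to 10.77). A sham group that was high by itself cannot be told apart from a fall after the fume. Of 19 immediate early genes, 5 fell and 0 rose over all genes, and 9 were lower when adjusted over the list alone. The list was called with an adjusted p of 6.59e-28, and adjusted p = 5.05e-07 with an estimated correlation. In the same comparison squamous epithelium genes were lower, with a median log2 fold change of -1.26 (adjusted p = 1.74e-05; adjusted p = 0.432 with an estimated correlation). With the squamous level as a covariate, an alternative added after the data were seen, Fosb lost its call and the other genes named here as fallen kept theirs, while with only the 2 groups in the fit all of them lost it. Fosb, Nr4a2 and Fos lost it in 6, 3 and 1 of 8 fits that left out 1 array.

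**Figure D1:**
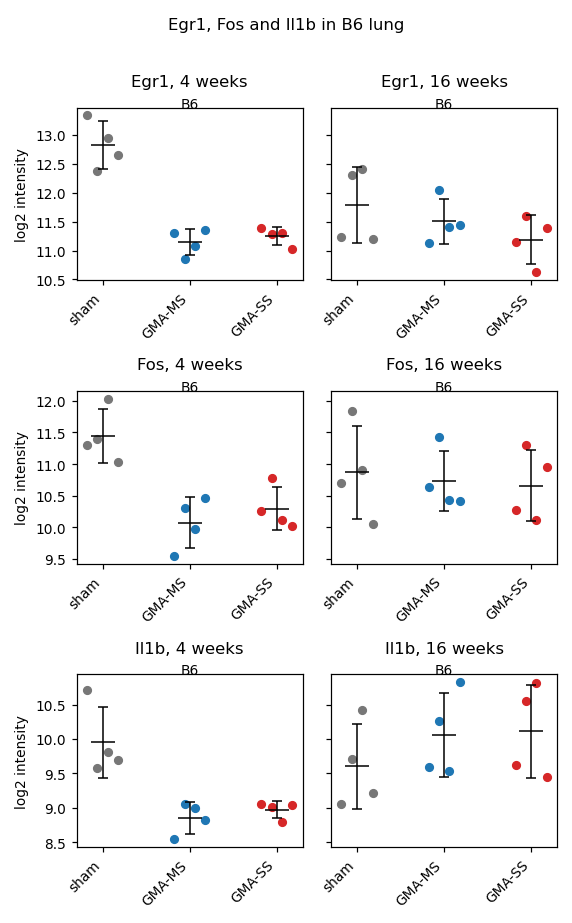
Log2 intensity of Egr1, Fos and Il1b in B6 lungs at 4 and 16 weeks, normalized within each time point. Points are arrays (n = 4 per group) and bars the mean and SD, and at 4 weeks the Egr1 values after either fume lie below those of all sham lungs.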

An important macrophage-derived gene, interleukin 1 beta (*IL1β*), which regulates the acute phase response, was also downregulated at this time point.

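Il1b, the cytokine interleukin 1 beta of monocytes and macrophages, fell to 0.468 of its sham level in B6 lungs 4 weeks after GMA-MS (log2 fold change -1.10, standard error 0.20, adjusted p = 0.0246). Genes of macrophages and particle load moved the other way. Gpnmb and Ctsk had log2 fold changes of 0.66 and 0.40 (adjusted p over all genes = 0.148 and 0.767). Of 17 genes of that list, 4 were higher when adjusted over the list alone and 0 over all genes by limma, and the list was called higher (adjusted p = 6.05e-05, and adjusted p = 0.0231 with an estimated correlation). Acute phase genes were higher as a list of 12 (adjusted p = 0.0204; adjusted p = 0.350 with an estimated correlation), a call lost with beadchip as a block (adjusted p = 0.0500). Il1b lost its call with only the 2 groups in the fit, with the squamous level as a covariate and in 4 of 8 fits that left out 1 array.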

### 16 weeks post-exposure to GMA-MS: IPA analysis

At the later time point after GMA-MS exposure in the A/J, predicted involvement of oncogenes associated with cell survival pathways included tumor protein 53 (*TP53*) that encodes p53 protein and v-myc myelocytomatosis viral oncogene homolog [avian] (*MYC*) (Figure 5, panel A). Genes both up and downstream from *TP53 *and *MYC *were those with functional roles in cellular stress responses and/or cell death and included DnaJ homolog subfamily B member 1(*DNAJB1*), heat shock protein 105 kDa *(HSPH1) *and zinc finger and BTB domain containing 16 (*ZBTB16) *which was also upregulated at 4 weeks (2.4 fold). 

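Heat shock and chaperone genes were lower in A/J lungs 16 weeks after GMA-MS as a list of 11 (adjusted p = 8.67e-08; adjusted p = 0.238 with an estimated correlation), with a median log2 fold change of -0.19. Hsph1, a chaperone of the HSP110 family, had -0.85 (standard error 0.18, adjusted p = 0.146), Hspb1, the small heat shock protein HSP27, -0.41 and Chordc1, an HSP90 cochaperone, -0.42. None of the members passed over all genes, and 4 were lower when adjusted over the list alone. Zbtb16, a zinc finger factor induced by glucocorticoids, was detected in 0 of 4 sham lungs and 3 of 4 after the fume (at least 1.66 fold, adjusted p = 0.442). At 4 weeks after GMA-MS it stood at 3.30 fold (log2 fold change 1.72, standard error 0.38, adjusted p = 0.0722, or 0.0115 with beadchip as a block). Muscle genes were lower in the same comparison at 16 weeks (adjusted p = 4.40e-04; adjusted p = 0.405 with an estimated correlation).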

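Per2, a repressor in the core loop of the circadian clock, stood in A/J lungs at 0.560 of its sham level 16 weeks after GMA-MS (log2 fold change -0.84, standard error 0.16, adjusted p = 0.110). Its effect at 16 weeks was lower than at 4 weeks by 1.77 on the log2 scale (log2 difference -1.77, standard error 0.28, adjusted p = 0.00117), the only gene of 8944 whose response to GMA-MS in A/J mice differed between the times by limma. Dbp, its effect differing by -1.81 between the times, was past the test only with beadchip as a block (adjusted p = 0.111, or 0.0213 with the block). With the block 5 genes differed between the times, and without A/J sham replicate 2 at 4 weeks, 7. Without A/J GMA-MS replicate 3 or 4 at 16 weeks or replicate 4 at 4 weeks, 2, 2 and 3 genes did, and with only the groups of the comparison Per2 lost its call.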

Interestingly, continued involvement of circadian rhythm signaling genes (second highest rated network) was also found. At 16 weeks, predicted molecules included the NFκB family of transcription factors, particularly v-rel reticuloendotheliosis viral oncogene homolog A (avian) or *RELA.*

**Figure 5:**
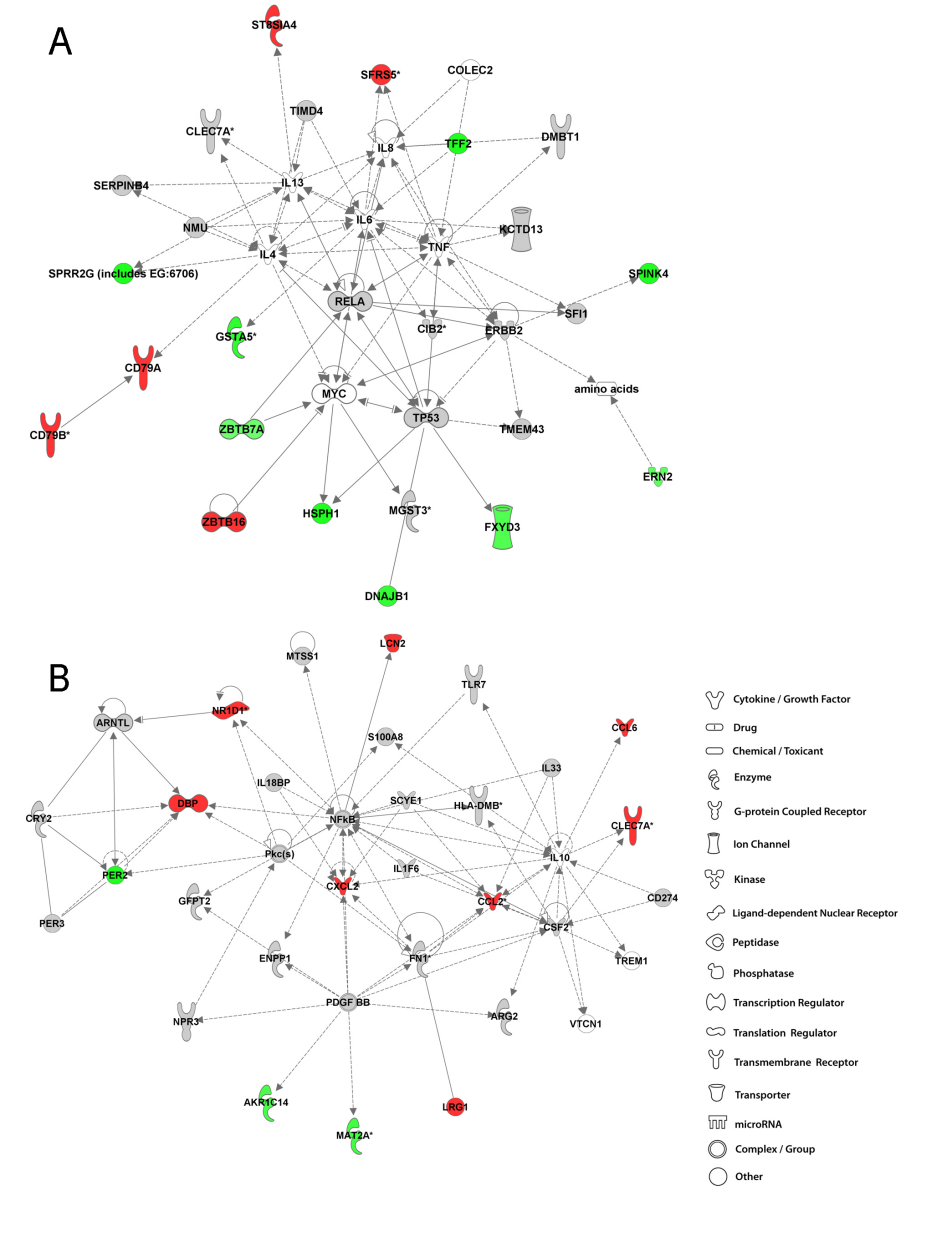
**Top molecular networks 16 weeks after GMA-MS welding fume exposure in A/J and B6 mice**. Gene network analysis by IPA of differentially expressed focus genes 16 weeks after exposure to GMA-MS welding fume in A/J (panel A) and B6 (panel B) mice. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham. Only the highest scoring or most significant network is shown for each group. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

The response in the B6 GMA-MS-exposed lung at 16 weeks involved 8 genes that were upregulated in the top network including the inflammatory cytokines *CCL2 *and chemokine (C-X-C motif) ligand 2 (*CXCL2) *(Figure 5, panel B). 

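Chemokine genes were higher in B6 lungs 16 weeks after GMA-MS as a list of 20 (adjusted p = 0.0118; adjusted p = 0.470 with an estimated correlation). Cxcl1, an attractant of neutrophils, had a log2 fold change of 0.70 (standard error 0.19, adjusted p = 0.151), Ccl6 0.56 and Ccl12, a monocyte attractant close to Ccl2, 0.47 (adjusted p = 0.483). No member passed over all genes, and 2 were higher when adjusted over the list alone. Macrophage genes were higher as a list of 18 (adjusted p = 1.80e-04; adjusted p = 0.470 with an estimated correlation), with Ctsk at 0.55 and Gpnmb at 0.46 on the log2 scale. Squamous epithelium genes were lower, with a median log2 fold change of -1.32 (adjusted p = 0.0160; adjusted p = 0.672 with an estimated correlation). Ccl2 and Cxcl2 were detected on 0 of the 24 arrays of 16 weeks and could not be tested. The human-style symbol CCL2 of the paper can also stand for mouse Ccl12, which reached the study's cutoff here.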

A behavioral gene subset was differentially regulated in the B6 at 16 weeks and this network component was also present in the top network of the A/J strain at 4 weeks post-exposure to GMA-MS fume. A conserved, consistent expression of one of the behavioral genes *NR1D1 *was found. Expression levels were 2.3 and 2.2 fold for *NR1D1 *at 4 and 16 weeks, respectively. 

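Nr1d1, a nuclear receptor that represses the activator Arntl of the circadian clock, rose 2.40 fold in B6 lungs 16 weeks after GMA-MS (log2 fold change 1.27, standard error 0.16, adjusted p = 4.14e-04). Its log2 intensity was 9.06 to 9.37 in the 4 fume-exposed lungs and 7.73 to 8.11 in the 4 sham lungs. Dbp rose 1.74 fold (log2 fold change 0.80, standard error 0.14, adjusted p = 0.0111) and Per2 fell to 0.572 of sham (log2 fold change -0.81, standard error 0.16, adjusted p = 0.0404). At 4 weeks Nr1d1 stood at 3.00 fold in B6 mice (log2 fold change 1.58, standard error 0.33, adjusted p = 0.0865, or 0.0135 with beadchip as a block). Of the 11 clock genes tested at 16 weeks, 2 rose and 1 fell, and the list as a whole was not called (adjusted p = 0.611). Per2 lost its call in 7 of 8 fits that left out 1 array, and with only the 2 groups in the fit Per2 and Dbp lost theirs and Nr1d1 kept it.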

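Lcn2, which binds bacterial siderophores, stood at 1.49 fold in B6 lungs 16 weeks after GMA-MS (log2 fold change 0.58, standard error 0.23, adjusted p = 0.396), on chromosome 2 of GRCm38 from 32384637 to 32387739. Acute phase and secreted defence genes were higher as a list of 12 (adjusted p = 0.0260; adjusted p = 0.470 with an estimated correlation). None passed over all genes, and 1, Chil1, a chitinase-like protein of epithelium, was higher when adjusted over the list alone (log2 fold change 0.27).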

NFκB was a predicted molecule at this time point which formed a direct relationship with interleukin 1 (IL-1)-induced inflammatory gene, *LCN2*, or oncogene 24p3.

### Summary of network discovery after GMA-MS welding fume exposure

In our previous study, at 4 weeks after GMA-MS welding fume exposure, minimal but significant lung cytotoxicity and inflammation persisted in the A/J strain, whereas inflammation resolved in the B6 by 7 days [9]. Our lung transcriptome profiling in these mouse strains complements these findings. More specifically, an attenuated downregulation of the transcriptome and a greater number of affected genes in the A/J strain compared to the B6 was found. 

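Immediate early genes were lower in B6 than in A/J lungs in their response to GMA-MS at 4 weeks. The difference in effect, A/J minus B6, was 1.64 for Egr1 on the log2 scale (standard error 0.25, adjusted p = 0.00644). Egr1 differed between the strains in sham lungs (log2 intensity 10.92 to 11.71 in A/J and 12.37 to 13.34 in B6). After GMA-MS the strains overlapped (11.09 to 11.41 and 10.85 to 11.36). The difference in effect was 1.29 for Mmp12, the macrophage elastase (standard error 0.22, adjusted p = 0.0171), and 0.77 for Hmgb1, a chromatin protein that signals damage when released from cells (standard error 0.11, adjusted p = 0.00631). Hmgb1 rose in A/J mice (log2 fold change 0.42, adjusted p = 0.0209) and had -0.35 in B6 mice. As a list, immediate early genes differed between the strains with a median of 0.23 (adjusted p = 1.75e-08, and adjusted p = 0.00155 with an estimated correlation), and neutrophil genes with 0.30 (adjusted p = 2.79e-05; adjusted p = 0.326 with an estimated correlation). Squamous epithelium genes differed the same way (median 0.88, adjusted p = 0.0464; adjusted p = 0.816 with an estimated correlation). With only the groups of the comparison in the fit, the differences in Egr1 and Mmp12 were not called, and that in Mmp12 was lost in 4 of 16 fits that left out 1 array. The rise of Hmgb1 in A/J mice was lost in 5 of 8 such fits and with only the 2 groups in the fit.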

Some gene networks altered during the early and late resolution phases of the lung response to GMA-MS fume were not as expected. Although, anti-inflammatory signaling was occurring in the B6 at 4 weeks (i.e., downregulation of *IL1β*, *FOS*, S100 calcium binding protein A9 [*S100A9*], etc.) other "later" gene interactions were surprising (Figures 4 and 5). 

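Neutrophil genes were lower in B6 lungs 4 weeks after GMA-MS as a list of 12 (adjusted p = 1.74e-05; adjusted p = 0.239 with an estimated correlation). S100a9, a calcium-binding protein abundant in neutrophils, had a log2 fold change of -0.71 (standard error 0.26, adjusted p = 0.944). Over all genes 1 member, Il1b, fell (a call lost in 4 of 8 fits that left out 1 array and with only the 2 groups in the fit), and 3 were lower and 1, Lcn2, higher (log2 fold change 0.48) when adjusted over the list alone. Muscle genes were lower in this comparison too (adjusted p = 7.53e-04; adjusted p = 0.239 with an estimated correlation). A B6 sham group that was high by itself cannot be told apart from a fall of neutrophil genes after the fume. From the lower Il1b, Fos and S100a9, the paper states that anti-inflammatory signalling was occurring in B6 mice at 4 weeks.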

Perhaps the most intriguing finding regarding GMA-MS welding fume exposure was the differential expression of behavioral genes associated with circadian rhythm signaling. 

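Nr1d1 lies on chromosome 11 of GRCm38 from 98767932 to 98775377 and encodes a heme-binding repressor. In A/J lungs it rose 1.91 fold 16 weeks after GMA-MS (log2 fold change 0.93, standard error 0.16, adjusted p = 0.0293) and stood at 2.70 fold at 4 weeks (log2 fold change 1.43, standard error 0.33, adjusted p = 0.0809, or 0.0161 with beadchip as a block). The median of Arntl and Clock, activators with the opposite phase, had log2 fold changes of -0.21 and -0.16 after GMA-MS at 4 weeks and -0.09 and -0.22 at 16 weeks in A/J and B6 mice. Nr1d1 was higher than in sham in 8 of 8 comparisons of a fume with sham, and the median of Arntl and Clock was below 0 in 8 of 8. Each of 4 sham groups serves 2 of these comparisons, and without any change 4 of 8 are expected and 8 of 8 have a chance of 0.0123 (exact permutation within beadchips). That chance follows from the design alone and was computed after the result had been seen. The paper reports the rise of Nr1d1 from these same arrays, so the count is no independent support. At 16 weeks the call in A/J mice was lost in 7 of 8 fits that left out 1 array, with only the 2 groups in the fit, without background correction and without a filter on detection.

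**Figure D2:**
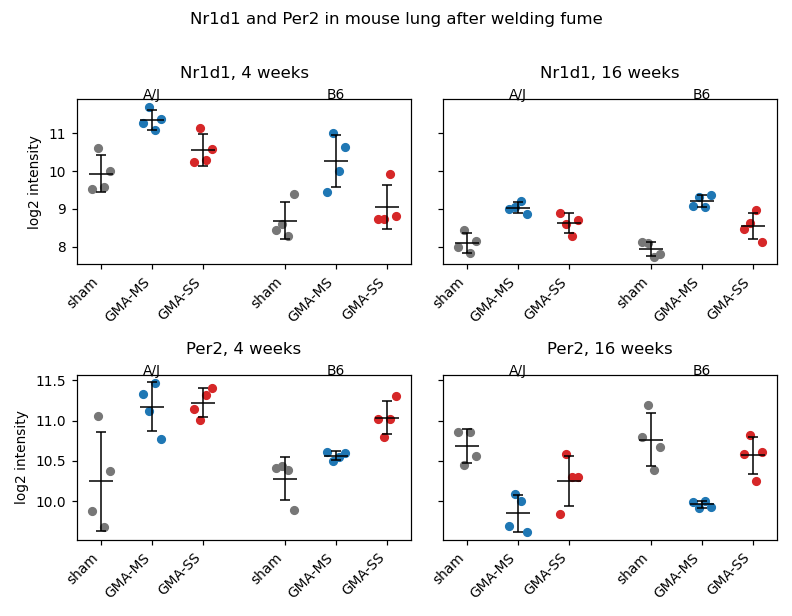
Log2 intensity of Nr1d1 and Per2 in lungs of A/J and B6 mice at 4 and 16 weeks, normalized within each time point. Points are arrays (n = 4 per group) and bars the mean and SD, and after GMA-MS at 16 weeks the B6 values of Nr1d1 lie above, and those of Per2 below, those of all sham lungs.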

Most notably, we found a consistent increased expression of *NR1D1 *in both mouse strains at 4 and 16 weeks post-exposure. Although primarily characterized as a circadian rhythm regulatory gene, *NR1D1 *is implicated as a tumor suppressor gene and may modulate cell proliferation/differentiation and NF-κB pathways, a common hub in the GMA-MS gene networks [23-25]. Consistent with our findings, previous studies also revealed changes in murine lung expression of circadian rhythm genes, including *NR1D1*, following cigarette smoke exposure [21]. These findings suggest that this particular gene subset may be important in the lung response to toxic stimuli.

### 4 weeks post-exposure to GMA-SS: IPA analysis

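Chemokines that attract monocytes, natural killer cells and neutrophils were higher in A/J lungs 4 weeks after GMA-SS. Ccl12, a monocyte attractant, rose 2.36 fold (log2 fold change 1.24, standard error 0.19, adjusted p = 0.00132), Ccl4 2.16 fold (log2 fold change 1.11, standard error 0.20, adjusted p = 0.0101) and Cxcl1 2.02 fold (log2 fold change 1.01, standard error 0.19, adjusted p = 0.0164). Ccl3 and Ccl7 rose from a level not above background in sham lungs, at least 1.72 and 1.59 fold (adjusted p = 0.00132 and 0.0359). Cxcl13, which attracts B cells, had a log2 fold change of 1.00 and Cxcl9, induced by interferon gamma, 1.38 (adjusted p over all genes = 0.106 and 0.842). Of 20 chemokine genes, 5 rose and 0 fell over all genes, and 13 were higher when adjusted over the list alone. The list was called with an adjusted p of 2.10e-25, and adjusted p = 1.44e-04 with an estimated correlation. Ccl2 was detected on 0 and Cxcl2 on 3 of the 24 arrays of 4 weeks, too few to be tested. The human-style symbol CCL2 of the paper can also stand for mouse Ccl12. Cxcl1 and Ccl7 lost their calls with only the 2 groups in the fit and in 5 and 7 of 8 fits that left out 1 array, and Ccl4 without A/J GMA-SS replicate 4 (adjusted p = 0.0657).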

In the A/J GMA-SS-exposed lung, the top network included 22 significantly upregulated focus molecules such as inflammatory chemokines regulating cell (monocyte, natural killer, and neutrophil) movement such as *CCL2 *and *CCL4 *and *CXCL2 *(Figure 6, panel A). 

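Saa3, the serum amyloid A gene of mouse lung and macrophages on chromosome 7 of GRCm38 from 46711998 to 46719615, rose 5.75 fold in A/J lungs 4 weeks after GMA-SS (log2 fold change 2.52, standard error 0.27, adjusted p = 2.48e-05). Pigr, which carries IgA across epithelium, had a log2 fold change of 0.61 (adjusted p over all genes = 0.159). Of 12 acute phase genes, 3 rose and 0 fell, and 5 were higher when adjusted over the list alone (adjusted p of the list = 7.41e-13, and adjusted p = 7.71e-04 with an estimated correlation). Zbtb16 stood at 2.94 fold (standard error 0.38 on the log2 scale, adjusted p = 0.142, or 0.0309 with beadchip as a block). It belongs to 16 glucocorticoid responsive genes that were higher as a list (adjusted p = 1.76e-16, and adjusted p = 0.00839 with an estimated correlation), with Fkbp5 at 0.80, Tsc22d3 at 0.58 and Klf9 at 0.56 on the log2 scale. Saa1 and Saa2 were detected on 0 of 24 arrays and were not tested, and the array has no probe that the annotation names Spp1, the gene of osteopontin. Squamous epithelium genes were higher in this comparison (adjusted p = 0.00255; adjusted p = 0.713 with an estimated correlation). Their median log2 level was 7.47 in A/J sham replicate 4, while the other sham lungs (10.75 to 12.14) overlapped those after the fume (11.00 to 11.79).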

Increased transcriptional activity was also found for genes involved in the higher level disease and disorder category of immunological disease including the acute phase response protein serum amyloid 2 (*SAA2*), *ZBTB16 *and osteopontin. Predicted molecular involvement in this network were the Akt protein family (protein kinase B), the NFκB complex, activator protein-1 (AP-1), p38 MAPK and Mek.

**Figure 6:**
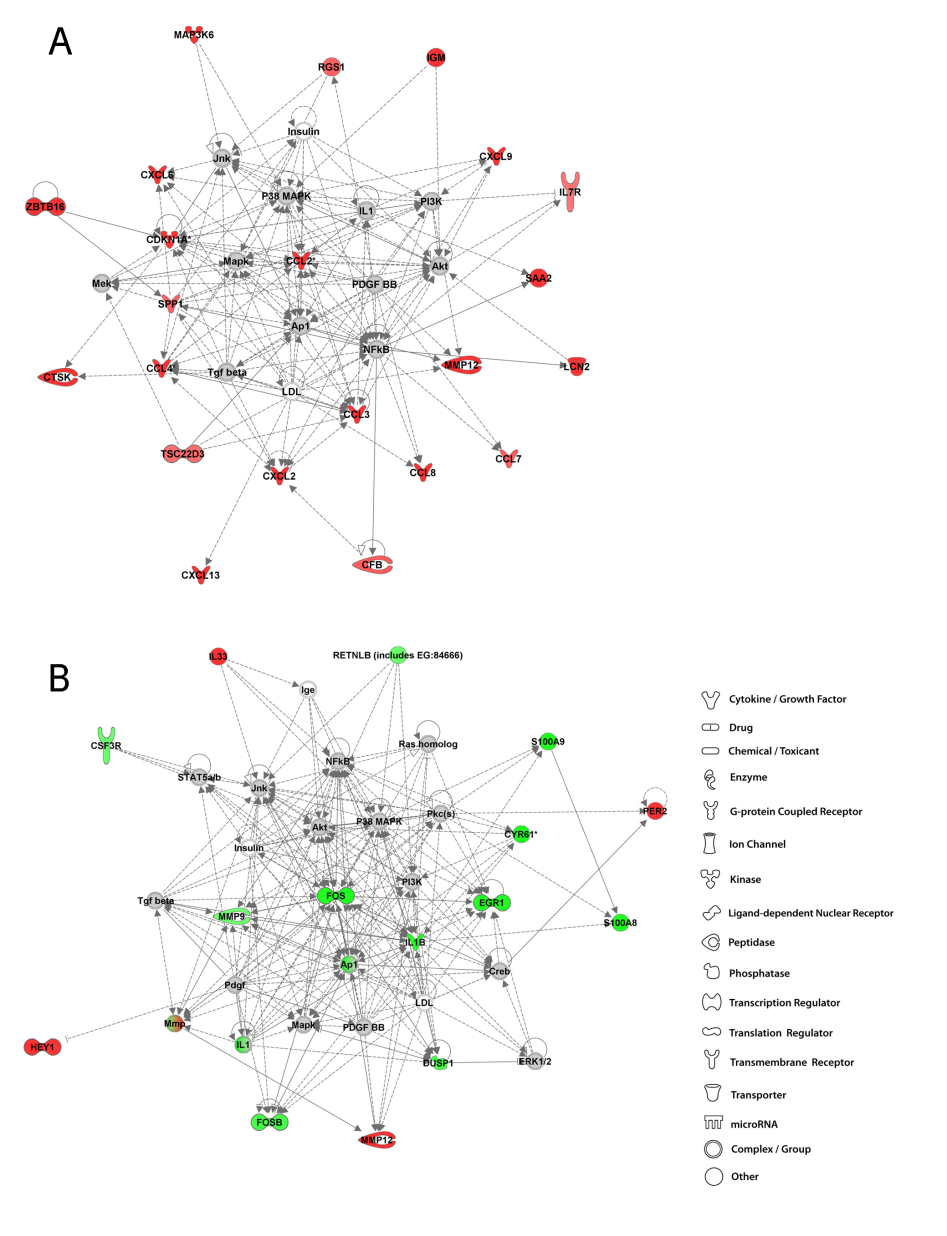
**Top molecular networks 4 weeks after GMA-SS welding fume exposure in A/J and B6 mice**. Gene network analysis by IPA of differentially expressed focus genes 4 weeks after exposure to GMA-SS welding fume in A/J (panel A) and B6 (panel B) mice. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham. Only the highest scoring or most significant network is shown for each group. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

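In B6 lungs 4 weeks after GMA-SS, Egr1 fell to 0.336 of its sham level (log2 fold change -1.57, standard error 0.18, adjusted p = 9.68e-05) and Fosb, a subunit of AP-1, to 0.590 (log2 fold change -0.76, standard error 0.14, adjusted p = 0.0408). Fos had a log2 fold change of -1.15 (standard error 0.23, adjusted p = 0.0511, or 0.0122 with beadchip as a block), and Il1b -0.98 (standard error 0.20, adjusted p = 0.0556). Dusp1, a phosphatase that turns off MAP kinases, had -0.52 (adjusted p = 0.439). Of 19 immediate early genes, 3 fell over all genes and 7 were lower when adjusted over the list alone. The list was called with an adjusted p of 5.61e-24, and adjusted p = 1.60e-06 with an estimated correlation. The sham lungs are those of the GMA-MS comparison, and their Egr1 and Fos also lay above those of the A/J sham lungs of 4 weeks. Squamous epithelium genes were lower in the same comparison, with a median log2 fold change of -1.71 (adjusted p = 9.64e-08; adjusted p = 0.287 with an estimated correlation). Egr1 kept its call with only the 2 groups in the fit and with the squamous level as a covariate, and Fosb lost it under both and in 7 of 8 fits that left out 1 array.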

The top network in the B6 GMA-SS-exposed lung consisted primarily of decreased gene expression for dual specificity phosphatase 1 (*DUSP1*), a downregulator of MAPK signaling, transcriptional regulators *EGR1*, *FOS, FOSB*, and pro-inflammatory cytokine *IL1β *(Figure 6, panel B). These gene interactions were also present in the B6 response to GMA-MS welding fume, which suggests similar transcriptional regulation to both MS and SS fumes in this strain at 4 weeks (Figures 4B and 6B). 

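Ccn1, a secreted protein that binds integrins, fell in B6 lungs 4 weeks after GMA-SS (log2 fold change -1.32, standard error 0.19, adjusted p = 0.00182), as it did after GMA-MS, and so did Kcne4 (log2 fold change -0.30, adjusted p = 0.0490). Between the fumes, Fosb differed by -0.01 on the log2 scale (standard error 0.14), Il1b by 0.12 (standard error 0.20) and Kcne4 by 0.07 (standard error 0.06). A difference of this size does not show equal effects, and the number of arrays limits what could be seen. Both fumes are also compared with the same sham lungs. Kcne4 lost its call after GMA-SS with the authors' deposited values, with only the 2 groups in the fit and in 7 of 8 fits that left out 1 array. From the gene interactions present after both fumes, the paper proposes that B6 mice regulate transcription alike in response to mild steel and stainless steel fume at 4 weeks.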

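Genes that neutrophils need to mature and move were lower in B6 lungs 4 weeks after GMA-SS as a list of 12 (adjusted p = 4.06e-09; adjusted p = 0.0711 with an estimated correlation), with a median log2 fold change of -0.43 and lower levels in all 4 beadchips. S100a8 and S100a9, the subunits of calprotectin, had -0.84 and -0.91 (standard error 0.27 and 0.26, adjusted p = 0.818 and 0.566). Csf3r, the receptor of granulocyte colony-stimulating factor, had -0.58 (adjusted p = 1.00) and Mmp9, a gelatinase of neutrophil granules, -0.56 (adjusted p = 0.921). None of these genes passed over all genes, and 7 of the list were lower and 1, Lcn2, higher when adjusted over the list alone. The sham lungs are those of the GMA-MS comparison, and a sham group that was high by itself cannot be told apart from a fall after the fume. Muscle genes were lower in the same comparison (adjusted p = 0.00978; adjusted p = 0.287 with an estimated correlation).

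**Figure D3:**
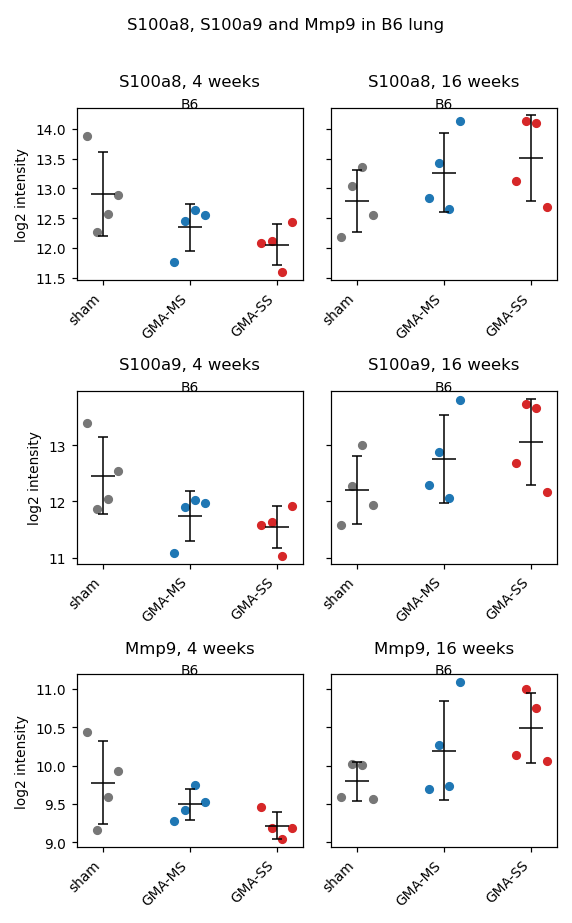
Log2 intensity of S100a8, S100a9 and Mmp9 in B6 lungs at 4 and 16 weeks, normalized within each time point. Points are arrays (n = 4 per group) and bars the mean and SD, and the S100a8 and S100a9 values after GMA-SS overlap those of sham lungs at both times.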

Cellular movement, a top molecular and cellular function associated with GMA-SS in the B6, encompassed an overall downregulation of a gene subset involved in movement of leukocytes, lymphatic system and blood cells; these included colony stimulating factor 3 receptor [granulocyte] (*CSF3R*), *DUSP1*, *IL1β*, *MMP9*, *S100A8 *and *S100A9*.

### 16 weeks post-exposure to GMA-SS: IPA analysis

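In A/J lungs 16 weeks after GMA-SS, chemokine and acute phase genes were higher than in sham. Ccl3, a macrophage inflammatory protein, had a log2 fold change of 0.50 (adjusted p = 0.0970), Ccl8, a monocyte attractant, 0.60 (adjusted p = 0.375), Cxcl9 0.76 (adjusted p = 0.349) and Ccl4 0.54 (adjusted p = 0.790). Saa3 had 0.83 (adjusted p = 0.520). None of 20 chemokine genes passed over all genes and 5 were higher when adjusted over the list alone, and the list was called (adjusted p = 6.61e-10, and adjusted p = 0.00862 with an estimated correlation). Of 12 acute phase genes, 4 were higher when adjusted over the list alone (adjusted p of the list = 1.00e-07, and adjusted p = 0.00862 with an estimated correlation). Cxcl2, Saa1 and Saa2 were detected on 0 of the 24 arrays of 16 weeks and were not tested, and the array has no probe that the annotation names Ighm, the gene of the IgM heavy chain. Stomach and intestine genes were lower in this comparison (adjusted p = 1.73e-04; adjusted p = 0.283 with an estimated correlation), a shift that rests on A/J sham replicate 4, with a log2 level of 11.61 against at most 8.14 in the other 7 arrays.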

In one of the top two A/J networks, immune response, cell morphology, hematological system development and function, primarily consisted of upregulated genes which were chemokines *CCL3*, *CCL4*, *CCL8*, *CXCL2*, and *CXCL9 *as well as immunoglobulin M (*IgM*), *LCN2*, *MMP12 *and *SAA2 *(Figure 7, panel A). Transcription of macrophage metalloelastase or *MMP12 *was an important and sustained response to both GMA-MS and -SS welding fume in the A/J strain. In contrast, increased *MMP12 *was evident only in response to GMA-SS welding fume at 4 weeks in the B6 lung, but was the top upregulated gene (1.8 fold). 

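Mmp12, the elastase of macrophages, lies on chromosome 9 of GRCm38 from 7344397 to 7360461 and rose in A/J lungs after both fumes at 4 weeks. Its log2 intensity was 8.54 ± 0.13 (SD, n = 4) in sham lungs, 10.35 ± 0.44 (SD, n = 4) after GMA-MS and 10.61 ± 0.15 (SD, n = 4) after GMA-SS. At 16 weeks it rose 3.13 fold after GMA-SS (log2 fold change 1.65, standard error 0.25, adjusted p = 0.00521) and stood at 2.02 fold after GMA-MS (standard error 0.25 on the log2 scale, adjusted p = 0.146), higher than sham in 3 of 4 beadchips. The effect of GMA-SS at 16 weeks differed from that at 4 weeks by -0.39 on the log2 scale (standard error 0.30, adjusted p = 1.00). The A/J sham lung of replicate 4 at 16 weeks had a log2 intensity of 9.55 against 8.20 to 8.35 in the others, and it was also the array with the highest level of stomach genes. With only the 2 groups in the fit, the call after GMA-SS at 16 weeks was lost, and both calls at 4 weeks were kept.

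**Figure D4:**
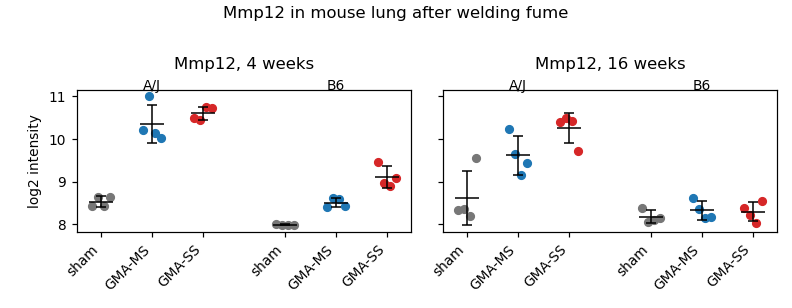
Log2 intensity of Mmp12 in lungs of A/J and B6 mice at 4 and 16 weeks, normalized within each time point. Points are arrays (n = 4 per group) and bars the mean and SD, and at 4 weeks the A/J values after either fume lie above those of all sham lungs.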

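In B6 lungs 4 weeks after GMA-SS, Mmp12 rose 2.17 fold (log2 fold change 1.12, standard error 0.15, adjusted p = 0.00127), with log2 intensities of 8.90 to 9.47 against 7.98 to 8.00 in sham lungs. It had the largest rise among the genes that passed there. After GMA-MS it stood at 1.43 fold (standard error 0.15 on the log2 scale, adjusted p = 0.512, unadjusted p = 0.00258 from limma). At 16 weeks its log2 fold change was 0.15 after GMA-MS and 0.12 after GMA-SS (adjusted p = 0.871 and 1.00). Macrophage and particle load genes as a list of 17 were higher in B6 mice 4 weeks after GMA-SS (adjusted p = 1.33e-04, and adjusted p = 0.0318 with an estimated correlation), with 1 member past the test over all genes and 3 higher when adjusted over the list alone. From the macrophage origin of Mmp12, the paper proposes that its increase reflects macrophages accumulating or being activated in the A/J lung.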

Expression levels of this proteolytic gene are primarily associated with macrophages; therefore, its overexpression may reflect an ongoing macrophage accumulation and/or activation in the A/J lung. Further, *MMP12 *was recently shown to play a key role in welding fume-induced lung inflammation as well as in fibrotic diseases such as asbestosis [12,26,27]. 

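Cyp1b1, a cytochrome P450 that oxidizes polycyclic hydrocarbons and estrogens, rose 1.51 fold in A/J lungs 16 weeks after GMA-SS (log2 fold change 0.59, standard error 0.08, adjusted p = 0.00403). Il4i1, an amino acid oxidase of macrophages and dendritic cells, rose 1.83 fold (log2 fold change 0.87, standard error 0.15, adjusted p = 0.0206). Ch25h stood at 1.54 fold (standard error 0.16 on the log2 scale, adjusted p = 0.310). Dlk1, an inhibitor of adipocyte differentiation, was detected in 0 of 4 sham lungs and 2 of 4 after the fume (adjusted p = 0.898). Ubd, a ubiquitin-like protein induced by interferon gamma, was detected on 3 of the 24 arrays and was not tested. With only the 2 groups in the fit, Cyp1b1 and Il4i1 lost their calls, and Il4i1 in 4 of 8 fits that left out 1 array.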

Nine genes in the other top network, drug metabolism, lipid metabolism and small molecule biochemistry were upregulated including cytochrome P450, family 1, subfamily B, polypeptide 1 (*CYP1B1*), ubiquitin D (*UBD*), cholesterol 25-hydroxylase (*CH25H*), delta-like 1 homolog [Drosophila] (*DLK1*), and interleukin 4 induced 1 (*IL41*) (Figure 7, panel B). These genes all had indirect connectivity to the main predicted gene hub in this network, tumor necrosis factor [TNF superfamily, member 2] (*TNF*).

**Figure 7:**
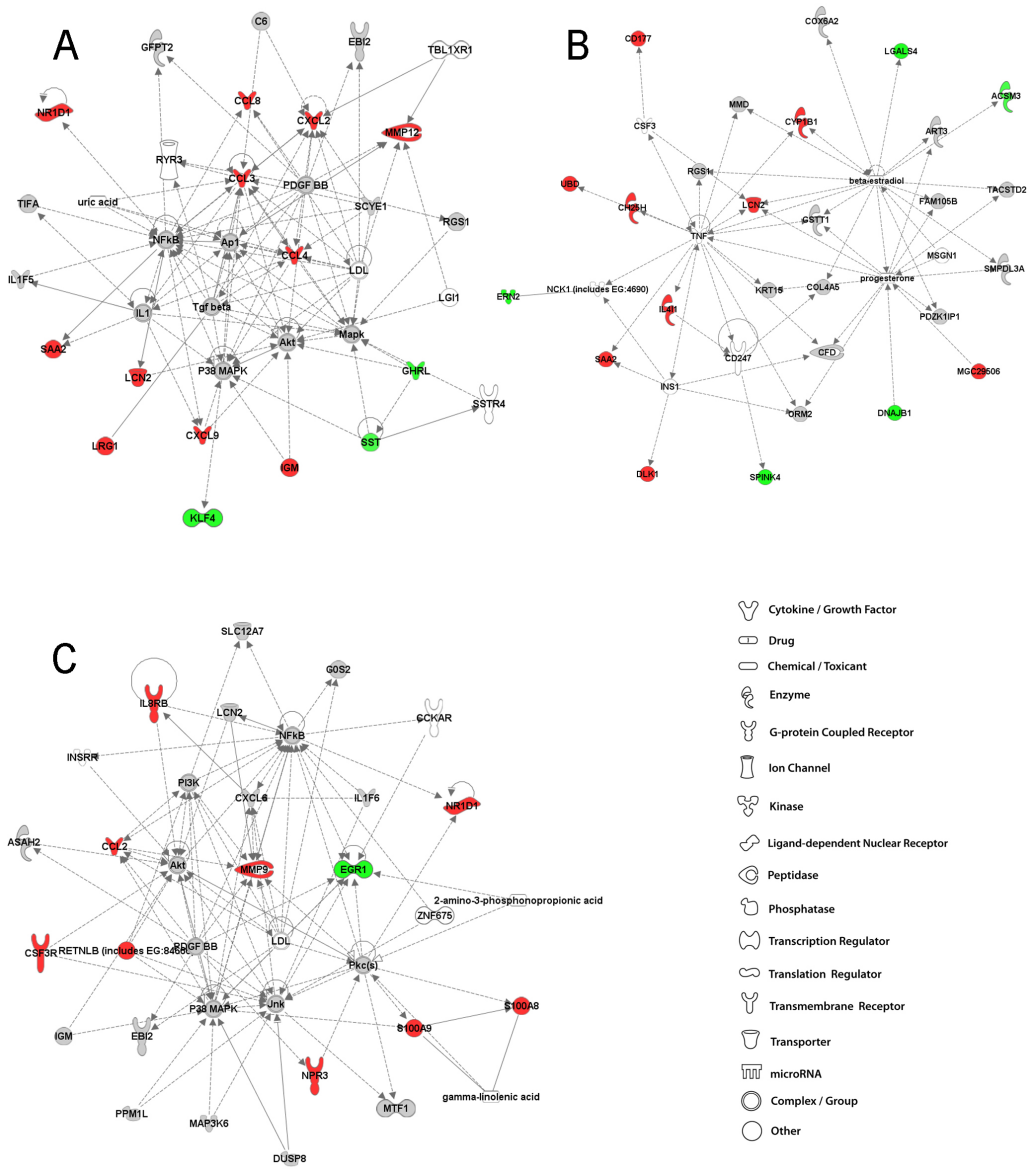
**Top molecular networks 16 weeks after GMA-SS welding fume exposure in A/J and B6 mice**. Gene network analysis by IPA of differentially expressed focus genes 16 weeks after exposure to GMA-SS welding fume in A/J (panel A & B) and B6 (panel C) mice. Whole datasets for each strain were uploaded into IPA then analyzed with the cutoff criteria of ≥1.3 fold change and p < 0.05 versus corresponding sham. Only the highest scoring or most significant network is shown for each group. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

At 16 weeks, in the B6 GMA-SS-exposed lung the top network was associated with a similar network of genes as 4 weeks post-exposure although the transcriptional activation switched from decreased to increased (Figure 7, panel C). 

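In B6 lungs 16 weeks after GMA-SS, neutrophil genes were higher than in sham as a list of 12 (adjusted p = 3.89e-06; adjusted p = 0.231 with an estimated correlation), with a median log2 fold change of 0.55 and higher levels in all 4 beadchips. S100a8 and S100a9 had 0.72 and 0.86 (standard error 0.36 and 0.41, unadjusted p = 0.0583 and 0.0510 from limma). Mmp9 had 0.69 (standard error 0.26) and Csf3r 0.60 (standard error 0.27). Retnlg, a resistin-like protein of neutrophils, had 0.86 (standard error 0.45), and Retnlb, made by goblet cells, was detected on 0 of 24 arrays at either time. None of these genes passed limma's adjusted p, over all genes or over the list alone.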

The genes *CSF3R*, *MMP9*, *S100A8, S100A9 *and resistin like beta (*RETNLB*), downregulated at 4 weeks, were transcriptionally activated at 16 weeks post-exposure to GMA-SS fume. Some of these genes suggest neutrophil (*S100A8 and A9*, interleukin 8 receptor beta [*IL8Rβ]*, *CSF3R*) and macrophage recruitment (*CCL2*) and/or perhaps a tissue remodeling response through activation of *MMP9*. 

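Cxcr2, the mouse receptor of the neutrophil chemokines and the gene of the human symbol IL8RB, had a log2 fold change of 0.50 in B6 lungs 16 weeks after GMA-SS (standard error 0.19, adjusted p = 1.00). Ccl12 had 0.55 (standard error 0.21, adjusted p = 1.00), and Ccl2 was detected on 0 of 24 arrays. The human-style symbol CCL2 of the paper can also stand for mouse Ccl12, which reached the study's cutoff. Macrophage and particle load genes were higher as a list of 18 (adjusted p = 0.00124; adjusted p = 0.271 with an estimated correlation). Of that list 0 members were higher when adjusted over the list alone. The paper proposes that these genes reflect recruitment of neutrophils and macrophages, or tissue remodelling through Mmp9.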

Although, because *MMP9 *is predominantly neutrophil-associated and some evidence suggests it may activate or potentiate IL-8, an inflammatory role in this study cannot be excluded [28]. 

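Immediate early genes were lower in B6 lungs 16 weeks after GMA-SS as a list of 18 (adjusted p = 1.23e-04; adjusted p = 0.231 with an estimated correlation). Egr1 had a log2 fold change of -0.60 (standard error 0.29, unadjusted p = 0.0545, adjusted p = 1.00 from limma), with log2 intensities of 10.62 to 11.59 against 11.20 to 12.42 in sham lungs. Klf2, Ccn2, a matricellular protein, and Atf3, a stress-induced repressor, had -0.30, -0.35 and -0.31. No member passed over all genes, and 3 were lower when adjusted over the list alone. The effect of GMA-SS on Egr1 at 16 weeks differed from that at 4 weeks by 0.93 on the log2 scale (standard error 0.36, adjusted p = 1.00).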

At 16 weeks, the expression of the reported tumor suppressor gene *EGR1*, remained decreased as was found at 4 weeks post-exposure. Predicted molecules included NFκB, which formed a direct connection with *MMP9*, Akt, PI3K, several members of MAPK and metal-regulatory transcription factor 1 (*MTF1*).

### Summary of network discovery after GMA-SS welding fume exposure

Considering the results of our previous comparative study, the A/J strain was predicted to have a sustained lung transcriptional response to GMA-SS welding fume compared to the B6 [9]. Indeed, this was confirmed by our results, which may further suggest that the A/J strain lacks a necessary anti-inflammatory component to efficiently resolve the lung response to GMA-SS fume. 

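Macrophage and particle load genes were higher in A/J lungs after GMA-SS at both times. At 4 weeks 3 of 17, Mmp12, Ctsk and Trem2 (Trem2 not with only the 2 groups in the fit), rose over all genes and 5 were higher when adjusted over the list alone (adjusted p of the list = 2.32e-12, and adjusted p = 1.44e-04 with an estimated correlation). At 16 weeks 1 of 18 rose and 4 were higher over the list alone, among them Ctsk (log2 fold change 0.50) and Clec4n, a receptor for fungal sugars (0.41). The list was again called (adjusted p = 6.15e-12, and adjusted p = 0.0163 with an estimated correlation). Its response differed from that of B6 mice at 4 weeks (adjusted p = 3.94e-04, and adjusted p = 0.0271 with an estimated correlation) and at 16 weeks (adjusted p = 0.00639; adjusted p = 0.339 with an estimated correlation). Between 4 and 16 weeks, 0 of 8944 genes differed in the effect of GMA-SS in A/J mice by limma (370 at an unadjusted p under 0.05), with 1 gene called when beadchip was a block, 8 without A/J sham replicate 2 at 4 weeks and 1 without A/J GMA-SS replicate 2 or 3 at 16 weeks. From this sustained response the paper proposes that A/J mice lack an anti-inflammatory component needed to resolve the response to GMA-SS.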

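Lcn2, which neutrophils and epithelium secrete, stood at 2.24 fold in A/J lungs 16 weeks after GMA-SS (log2 fold change 1.16, standard error 0.23, adjusted p = 0.0646). Its effect differed from that at 4 weeks by -0.22 (standard error 0.29, adjusted p = 1.00), that on Saa3 by -1.67 (standard error 0.40, adjusted p = 0.303) and that on Ccl4 by -0.52 (standard error 0.33, adjusted p = 1.00). T and NK cell genes were higher at 16 weeks as a list of 13 (adjusted p = 5.29e-07; adjusted p = 0.152 with an estimated correlation). Interferon responsive genes were higher too (adjusted p = 0.0418; adjusted p = 0.437 with an estimated correlation), a call lost with beadchip as a block (adjusted p = 0.0632). Over all genes, 0 of the T and NK cell genes and 0 of the interferon responsive genes passed limma's test (514 genes had an unadjusted p under 0.05).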

Even at 16 weeks post-exposure, this lung tumor susceptible strain displayed chronic activation of immune response gene networks that included chemokines (*CCL3*, *CCL4*, *CXCL2*, etc) and various immunomodulatory factors such as *LCN2*, *MMP12 *(> 2.5 fold increased at both time points) and *SAA2*. This chronic gene activation to GMA-SS fume supports our long-term histopathological evidence for the presence of perivascular/peribronchial associated lung lymphoid infiltrates--composed of lymphocytes, macrophages, and plasma cells--in the A/J lung at 78 weeks post-exposure and also provides a rationale for further investigation into an enhanced tumorigenic potential of this fume. In contrast, as expected, the B6 exhibited an overall transcriptional downregulation of chemotactic gene signaling, but the later switch to an overexpression for this gene network was surprising. 

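Chemokine genes were higher in B6 lungs as a list after GMA-SS at both times. At 4 weeks the list of 20 was called higher (adjusted p = 0.00220; adjusted p = 0.259 with an estimated correlation), with 1 member, Ccl6, past the test over all genes (lost in 6 of 8 fits that left out 1 array and with only the 2 groups in the fit) and 2 higher when adjusted over the list alone, among them Ccl17, an attractant of T cells (log2 fold change 0.37). At 16 weeks it was again called higher (adjusted p = 0.00619; adjusted p = 0.231 with an estimated correlation), with 0 past the test. The effect on chemokine genes was larger in A/J than in B6 mice at 4 weeks (adjusted p = 1.13e-11, and adjusted p = 0.00775 with an estimated correlation). That on neutrophil genes was lower in A/J than in B6 mice at 16 weeks (adjusted p = 0.0161; adjusted p = 0.417 with an estimated correlation).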

Vast evidence is emerging for the involvement of the leukocyte chemotaxis genes *S100A8 and *S*100A9 *(calgranulins) in inflammation-associated cancer which makes the co-upregulation at 16 weeks in the B6 strain intriguing [29]. The dysregulation of the calgranulins *S100A8 *and *A9*, in addition to *CCL2 *and *IL8Rβ*, warrants further investigation into a possible delayed inflammatory, fibrotic or perhaps proliferative response in this lung tumor resistant strain. Furthermore, involvement of *MMP9 *and possibly of the "cell-survival" Akt signaling pathway in the B6 may represent a generalized lung response to carcinogenic metals. Mechanistic data in the BALB/cJ mouse, an intermediate lung tumor susceptible strain, exposed to repetitive particulate Cr (VI) suggests these genes are important in the lung genotoxic response to this metal [30,31].

### Functional analysis of the lung response after GMA-MS and GMA-SS exposure

Reported in tables 1, 2, 3 and 4 are the associated categories of diseases and disorders, molecular and cellular functions and physiological system development and functions for A/J and B6 mice 4 and 16 weeks post-exposure to GMA-MS and -SS welding fume. The range of associated p-values indicates that each higher level functional category contains more than one lower level functional category. Within each higher level category, the number and regulation of the genes is shown. As presumed, genes often overlapped among the functional categories within a strain. Some functional categories overlapped, but gene subsets were different between the strains as predicted from the network analysis.

**Table 1:** Functional analysis for the lung response 4 weeks post-exposure to GMA-MS welding fume^a^

Strain	Diseases and disorders	p-value^b^	# of genes (up,down)
A/J	Connective tissue disorders	5.92E-07 - 3.04E-02	10 (10,0)
	Immunological disease	5.92E-07 - 3.39E-02	11 (11,0)
	Inflammatory disease	5.92E-07 - 3.11E-02	11 (11,0)
	Skeletal and muscular disorders	5.92E-07 - 3.04 E-02	11 (11,0)
	Organismal injury and abnormalities	6.90E-05 - 8.58E-03	6 (5,1)
B6	Cancer	9.46E-10 - 2.51E-03	14 (3,11)
	Cardiovascular disease	1.13E-08 - 1.25E-03	9 (2,7)
	Connective tissue disorders	3.71E-08 - 2.51E-03	8 (1,7)
	Immunological disease	3.71E-08 - 2.51E-03	9 (1,8)
	Inflammatory disease	3.71E-08 - 1.32E-03	8 (1,7)
			
**Strain**	**Molecular and Cellular Functions**	**p-value^b^**	**# of genes (up,down)**

A/J	Cellular movement	2.41E-05 - 3.28E-02	14 (11,3)
	Cell-to-cell signaling and interaction	5.91E-04 - 3.28E-02	9 (6,3)
	Post-translational modification	6.16E-04 - 1.54E-02	5 (4,1)
	Cellular development	9.42E-04 - 3.39E-02	7 (5,2)
	Cell death	1.24E-03 - 3.39E-02	13 (9,4)
B6	Cell death	9.46E-10 - 2.60E-03	14 (3,11)
	Cellular movement	4.44E-08 - 2.51E-03	11 (2,9)
	Cellular development	5.74E-08 - 2.51E-03	11 (2,9)
	Cellular growth and proliferation	1.52E-07 - 2.51E-03	15 (3,12)
	Cell cycle	1.52E-07 - 2.54E-03	7 (0,7)
			
**Strain**	**Physiological System Development and Function**	**p-value^b^**	**# of genes (up,down)**

A/J	Hematological system development and function	2.41E-05 - 3.37E-02	14 (10,4)
	Immune response	4.67E-05 - 3.22E-02	14 (11,3)
	Behavior	3.57E-04 - 3.95E-04	3 (3,0)
	Nervous system development/function	3.57E-04 - 3.11E-02	7 (7,0)
	Cardiovascular system development/function	2.87E-03 - 3.28E-02	5 (3,2)
B6	Tissue morphology	1.63E-06 - 2.51E-03	9 (0,9)
	Connective tissue development/function	8.69E-06 - 2.51E-03	8 (0,8)
	Skeletal and muscular system development/function	1.50E-05 - 2.57E-03	9 (1,8)
	Cardiovascular system development/function	2.03E-05 - 2.51E-03	7 (2,5)
	Nervous system development/function	2.34E-05 - 2.51E-03	6 (1,5)

^a^Higher level functional categorization and the associated p-values for genes that met the criteria for significance (≥1.3 fold change and p < 0.05). ^b^Range of p-values indicates higher level functions that contained multiple lower level functions. GMA-MS-Gas metal arc-mild steel.

The 4 week analysis revealed genes associated with cancer that functioned primarily in cell death were significant in B6 lung response to GMA-MS welding fume (Table 1). These included, for example, the *FOS *gene family, *KLF2*, *KLF4*, *EGR1 *and *IL1β*, all downregulated, and upregulated genes angiopoietin-related protein 4 (*ANGPTL4*), *CCL6 *and *NR1D1*. 

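Angptl4, a secreted inhibitor of lipoprotein lipase, stood at 1.67 fold in B6 lungs 4 weeks after GMA-MS (log2 fold change 0.74, standard error 0.32, adjusted p = 1.00). Ccl6 stood at 1.47 fold (log2 fold change 0.55, standard error 0.12, adjusted p = 0.102, or 0.0383 with beadchip as a block). Angptl4 belongs to 16 glucocorticoid responsive genes, which were higher as a list (adjusted p = 6.83e-04; adjusted p = 0.410 with an estimated correlation), with 0 members past limma's test over all genes (335 genes of all had an unadjusted p under 0.05). Clock genes were higher as a list (adjusted p = 0.0385; adjusted p = 0.299 with an estimated correlation), a call lost with beadchip as a block (adjusted p = 0.160).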

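In B6 lungs 16 weeks after GMA-MS, Fos had a log2 fold change of -0.15 and Egr1 of -0.28 (standard error 0.32 and 0.29, adjusted p = 0.908 and 0.783). Klf2 and Klf4 had -0.32 and -0.53 (adjusted p = 0.272 and 0.244), and Il1b had 0.45 (adjusted p = 0.696). Immediate early genes were lower as a list of 18 (adjusted p = 0.0118; adjusted p = 0.470 with an estimated correlation), with 3 lower when adjusted over the list alone. Neutrophil genes were higher as a list (adjusted p = 0.0347; adjusted p = 0.646 with an estimated correlation), a call lost with beadchip as a block (adjusted p = 0.0582). The effect of GMA-MS on Egr1 differed between 16 and 4 weeks by 1.36 on the log2 scale (standard error 0.36, adjusted p = 0.369) and that on Il1b by 1.54 (standard error 0.41, adjusted p = 0.369). By limma 0 genes differed between the times in B6 mice after GMA-MS (272 at an unadjusted p under 0.05), or 3 with beadchip as a block.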

By 16 weeks, the majority of these genes were not differentially expressed in the B6 lung and the cancer category then included upregulated chemotactic genes (CCL2, CXCL2) which reflected the cell movement molecular and cellular function (Table 2). Overall, however, the dominant disease and disorder categories in the B6 at both time points were connective tissue disorders, inflammatory disease and immune response which also predominated at 4 weeks in the A/J strain. At 16 weeks in the A/J lung, cancer genes were implicated in the late response to GMA-MS welding fume and cellular compromise was a significant function. In addition, the cell death response (*LCN2*, *DNAJB1*, *ZBTB16*, etc.), perpetuated at this time point and gene number was maintained from 4 weeks (Tables 1 and 2). This may indicate a defective or inadequate apoptotic response in the A/J lung after GMA-MS exposure. 

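Lcn2 stood at 1.52 fold in A/J lungs 16 weeks after GMA-MS (log2 fold change 0.60, standard error 0.23, adjusted p = 0.446). Its effect differed from that at 4 weeks by -0.64 (standard error 0.29, adjusted p = 1.00) and that on Dnajb1 by -0.16 (adjusted p = 1.00). Macrophage genes were higher as a list of 18 (adjusted p = 0.0349; adjusted p = 0.488 with an estimated correlation), with 1, Mmp12, higher when adjusted over the list alone.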

In summary, although cancer genes were implicated in both strains to GMA-MS welding fume, their primary role was likely not one of lung tumorigenesis in this experimental scenario.

**Table 2:** Functional analysis for the lung response 16 weeks post-exposure to GMA-MS welding fume^a^

Strain	Diseases and disorders	p-value^b^	# of genes (up,down)
A/J	Cancer	2.14E-04 - 4.71E-02	19 (7,12)
	Gastrointestinal disease	2.14E-04 - 3.72E-02	6 (1,5)
	Renal and urological disease	9.37E-04 - 3.18E-02	4 (1,3)
	Cardiovascular disease	2.69E-03 - 4.73E-02	4 (2,2)
	Connective tissue disorders	2.69E-03 - 5.37E-03	1 (0,1)
B6	Connective tissue disorders	4.66E-04 - 5.37E-03	4 (3,1)
	Immunological disease	4.66E-04 - 4.11E-02	5 (4,1)
	Inflammatory disease	4.66E-04 - 3.08E-02	4 (3,1)
	Skeletal and muscular disorders	4.66E-04 - 2.76E-02	4 (3,1)
	Cancer	4.99E-04 - 3.91E-02	7 (5,2)
			
**Strain**	**Molecular and cellular functions**	**p-value^b^**	**# of genes (up,down)**

A/J	Cellular compromise	1.03E-06 - 1.03E-06	4 (0,4)
	Cellular function and maintenance	9.60E-06 - 3.44E-02	8 (3,5)
	Gene expression	2.12E-05 - 4.98E-02	9 (3,6)
	Cell death	6.95E-05 - 4.73E-02	17 (8,9)
	Cellular development	2.72E-04 - 4.99E-02	13 (6,7)
B6	Cellular movement	7.17E-05 - 4.11E-02	5 (4,1)
	Cell-to-cell signaling and interaction	5.22E-04 - 4.08E-02	5 (5,0)
	Cell morphology	1.08E-03 - 3.60E-02	4 (3,1)
	Cellular assembly and organization	1.08E-03 - 1.92E-02	3 (1,2)
	Cellular development	1.08E-03 - 4.11E-02	7 (5,2)
			
**Strain**	**Physiological System Development and Function**	**p-value^b^**	**# of genes (up,down)**

A/J	Organismal development	2.54E-04 - 4.99E-02	9 (4,5)
	Connective tissue development/function	2.05E-03 - 4.99E-02	7 (1,6)
	Tissue morphology	2.05E-03 - 4.53E-02	10 (4,6)
	Digestive system development/function	2.69E-03 - 4.48E-02	3 (0,3)
	Embryonic development	2.69E-03 - 4.99E-02	6 (3,3)
B6	Behavior	2.09E-07 - 4.89E-05	4 (2,2)
	Nervous system development/function	2.09E-07 - 3.80E-02	7 (5,2)
	Hematological system development/function	7.17E-05 - 3.70E-02	5 (5,0)
	Immune response	7.17E-05 - 4.01E-02	5 (5,0)
	Tumor morphology	4.99E-04 - 2.76E-02	2 (2,0)

^a^Higher level functional categorization and the associated p-values for genes that met the criteria for significance (≥1.3 fold change and p < 0.05). ^b^Range of p-values indicates higher level functions that contained multiple lower level functions. GMA-MS-Gas metal arc-mild steel.

The functional analysis of GMA-SS welding fume exposure confirmed that genes involved in inflammatory disease, immunological disease, connective tissue disorders and skeletal and muscular disorder were significant in both A/J and B6 mice (Table 3 and 4). However, as previously mentioned, the gene networks, numbers and regulation contrasted between the strains. The diseases and disorders that differed between the strains in response to GMA-SS fume at 4 and 16 weeks post-exposure were cancer in the A/J strain and hematological disease in the B6. Hematological disease included leukocytosis, or an increase in white blood cells (primarily neutrophils), as a lower level category. This confirmed the network analysis which showed that genes involved in this process (*MMP9*, *S100A8, S100A*9, etc.) initially downregulated, were then activated in the B6 lung at 16 weeks post-exposure. 

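The log2 difference in the effect of GMA-SS on B6 lungs between the times, 16 minus 4 weeks, was 1.26 for Mmp9 (standard error 0.33, unadjusted p = 4.56e-04), 1.77 for S100a9 (standard error 0.51, unadjusted p = 0.00129), 1.57 for S100a8 (standard error 0.47, unadjusted p = 0.00187) and 1.48 for Il1b (standard error 0.41, unadjusted p = 7.71e-04), all from limma. Csf3r, Retnlg and Cxcr2 had 1.18, 1.45 and 0.76. Over the 8944 genes tested at both times none of these differences passed (adjusted p = 1.00 for each, or 0.402 for Mmp9 with beadchip as a block), and 0 genes did (296 at an unadjusted p under 0.05).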

The interpretation of our finding that there is a switch from a protective, anti-inflammatory, response to a pro-inflammatory response in the B6 lung is difficult, but particle persistence in the lung may play a role.

**Table 3:** Functional analysis for the lung response 4 weeks post-exposure to GMA-SS welding fume^a^

Strain	Diseases and disorders	p-value^b^	# of genes (up,down)
A/J	Connective tissue disorders	3.84E-15 - 5.61E-04	17 (17,0)
	Immunological disease	3.84E-15 - 2.50E-03	20 (20,0)
	Inflammatory disease	3.84E-15 - 2.82E-03	19 (19,0)
	Skeletal and muscular disorders	3.84E-15 - 3.04E-03	19 (18,1)
	Cancer	5.03E-07 - 3.05E-03	24 (20,4)
B6	Inflammatory disease	5.17E-09 - 1.95E-03	12 (3,9)
	Connective tissue disorders	2.08E-08 - 1.95E-03	9 (1,8)
	Skeletal and muscular disorders	2.08E-08 - 1.95E-03	11 (3,8)
	Immunological disease	2.80E-08 - 4.08E-04	11 (2,9)
	Hematological disease	2.76E-07 - 1.49E-03	8 (1,8)
			
**Strain**	**Molecular and cellular functions**	**p-value^b^**	**# of genes (up,down)**

A/J	Cellular movement	2.53E-13 - 2.94E-03	17 (17,0)
	Cell-to-cell signaling and interaction	5.99E-10 - 3.05E-03	17 (16,1)
	Cell morphology	9.53E-09 - 2.82E-03	12 (12,0)
	Cellular assembly and organization	5.30E-07 - 2.33E-04	6 (6,0)
	Cell signaling	7.86E-07 - 2.05E-03	12 (12,0)
B6	Cellular movement	3.03E-09 - 2.04E-03	11 (2,9)
	Cellular development	2.76E-07 - 1.90E-03	13 (4,9)
	Cell-to-cell signaling and interaction	3.41E-07 - 1.49E-03	10 (2,8)
	Cell cycle	3.78E-07 - 2.13E-03	7 (1,6)
	Post-translational modification	8.34E-07 - 1.49E-03	4 (2,2)
			
**Strain**	**Physiological System Development and Function**	**p-value^b^**	**# of genes (up,down)**

A/J	Hematological system development/function	2.53E-13 - 3.04E-03	21 (21,0)
	Immune response	2.53E-13 - 2.28E-03	23 (23,0)
	Immune and lymphatic system development/function	5.99E-10 - 3.04E-03	19 (19,0)
	Tissue development	2.83E-07 - 3.05E-03	11 (10,1)
	Tissue morphology	2.28E-06 - 9.11E-04	10 (10,0)
B6	Hematological system development/function	3.03E-09 - 1.53E-03	11 (2,9)
	Immune response	3.03E-09 - 1.49E-03	10 (2,8)
	Immune and lymphatic system development/function	8.99E-09 - 1.53E-03	10 (2,8)
	Tissue morphology	8.99E-09 - 1.53E-03	10 (2,8)
	Tissue development	1.46E-08 - 1.49E-03	11 (3,8)

^a^Higher level functional categorization and the associated p-values for genes that met the criteria for significance (≥1.3 fold change and p < 0.05). ^b^Range of p-values indicates higher level functions that contained multiple lower level functions. GMA-SS-Gas metal arc-stainless steel.

Cancer persisted at 16 weeks only in the A/J strain and contained a large number of upregulated genes such as *C13ORF15*, *LRG1*, *LCN2*, *MMP12 *and *SAA2 *(Table 4). Furthermore, at 16 weeks cellular growth and proliferation was an important molecular and cellular function that occurred in the A/J lung and differential regulation of genes such as *IL4I*, *NR1D1*, *IGM*, *ZBTB16*, and *KLF4 *were noted. 

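Rgcc, a regulator of the cell cycle and the mouse gene of the human symbol C13ORF15, stood at 1.34 fold in A/J lungs 16 weeks after GMA-SS (log2 fold change 0.42, standard error 0.14, adjusted p = 0.585). Lrg1, a secreted glycoprotein of neutrophils and endothelium, stood at 1.38 fold (log2 fold change 0.47, standard error 0.15, adjusted p = 0.525). In the same lungs genes of endothelium were lower as a list of 14 (adjusted p = 0.0127; adjusted p = 0.277 with an estimated correlation).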

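Genes of proliferating cells were higher in A/J lungs 16 weeks after GMA-SS as a list of 12 (adjusted p = 4.02e-06; adjusted p = 0.0827 with an estimated correlation), with a median log2 fold change of 0.10. Cdc20, an activator of the anaphase-promoting complex, had 0.22 (adjusted p over the list alone = 0.0302), and no member passed over all genes. Zbtb16 was detected in 0 of 4 sham lungs and 2 of 4 after the fume (at least 1.55 fold, adjusted p = 0.743). Klf4 had a log2 fold change of -0.42 (adjusted p = 0.684) on the probe with the higher signal and -0.59 (adjusted p = 0.0152) on another of its probes. The paper proposes from its functional analysis that GMA-SS fume has lasting harmful effects on the lung that raise its potential to form tumors in A/J mice.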

Cell morphology (modification, shape change, and conversion of cells) and effects on cell cycle were also significant gene functions in the A/J lung after GMA-SS fume exposure and it may be of importance that these functions were not represented after GMA-MS fume exposure. Overall, the functional analysis indicates that this welding fume has continued deleterious effects on the lung which may enhance its tumorigenic potential in the A/J strain.

**Table 4:** Functional analysis for the lung response 16 weeks post-exposure to GMA-SS welding fume^a^

Strain	Diseases and disorders	p-value^b^	# of genes (up,down)
A/J	Inflammatory disease	5.57E-06 - 7.31E-03	12 (8,4)
	Connective tissue disorders	2.88E-05 - 5.13E-03	8 (7,1)
	Immunological disease	2.88E-05 - 7.69E-03	10 (9,1)
	Skeletal and muscular disorders	2.88E-05 - 7.69E-03	7 (7,0)
	Cancer	9.61E-05 - 7.69E-03	21 (14,7)
B6	Connective tissue disorders	1.29E-08 - 5.01E-03	8 (7,1)
	Inflammatory disease	1.29E-08 - 5.01E-03	8 (7,1)
	Skeletal and muscular disorders	1.29E-08 - 3.58E-03	7 (7,0)
	Immunological disease	2.26E-08 - 5.01E-03	8 (7,1)
	Hematological disease	8.16E-07 - 3.58E-03	6 (5,1)
			
**Strain**	**Molecular and cellular functions**	**p-value^b^**	**# of genes (up,down)**

A/J	Cell morphology	6.31E-08 - 7.69E-03	9 (7,2)
	Cell cycle	3.91E-06 - 7.59E-03	8 (5,3)
	Cell-to-cell signaling and interaction	6.45E-06 - 7.69E-03	11 (8,3)
	Cellular function and maintenance	6.45E-06 - 5.13E-03	6 (3,3)
	Cellular growth and proliferation	6.45E-06 - 7.69E-03	15 (10,5)
B6	Cellular movement	6.85E-10 - 5.01E-03	8 (7,1)
	Cell-to-cell signaling and interaction	1.37E-08 - 4.52E-03	7 (6,1)
	Cellular growth and proliferation	5.17E-07 - 4.96E-03	9 (7,2)
	Lipid metabolism	1.41E-06 - 3.44E-04	2 (2,0)
	Molecular transport	1.41E-06 - 3.32E-03	4 (4,0)
			
**Strain**	**Physiological System Development and Function**	**p-value^b^**	**# of genes (up,down)**

A/J	Hematological system development/function	6.31E-08 - 7.69E-03	13 (10,3)
	Immune and lymphatic system development/function	6.45E-06 - 7.69E-03	13 (10,3)
	Immune response	1.21E-05 - 7.69E-03	13 (11,2)
	Organismal development	3.08E-05 - 7.50E-03	8 (5,3)
	Embryonic development	3.86E-05 - 5.13E-03	3 (3,0)
B6	Hematological system development/function	2.25E-10 - 5.01E-03	7 (6,1)
	Immune response	2.25E-10 - 5.01E-03	7 (6,1)
	Immune and lymphatic system development/function	2.25E-10 - 4.30E-03	7 (6,1)
	Tissue development	2.25E-10 - 4.30E-03	7 (6,1)
	Tissue morphology	3.09E-08 - 4.30E-03	7 (6,1)

^a^Higher level functional categorization and the associated p-values for genes that met the criteria for significance (≥1.3 fold change and p < 0.05). ^b^Range of p-values indicates higher level functions that contained multiple lower level functions. GMA-SS-Gas metal arc-stainless steel.

### Confirmation of microarray gene expression by RT-qPCR

Validation of gene expression for *CFB*, *LCN2*, *MMP12 *and *SPP1 *was done by RT-qPCR from 4 week A/J GMA-MS and -SS lung samples (Figure 8). Microarray results showed *CFB *and *SPP1 *were both increased 1.39 fold after GMA-SS exposure only, a value near the selected fold change cutoff for IPA; the significant induction was confirmed by real time RT-PCR supporting the expression value chosen for IPA. 

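Cfb, complement factor B of the alternative pathway, stood at 1.46 fold on the arrays of A/J lungs 4 weeks after GMA-SS (95% confidence interval 1.15 to 1.86, adjusted p = 0.362, unadjusted p = 0.00337 from limma) and at 1.26 fold after GMA-MS (95% confidence interval 0.990 to 1.60, adjusted p = 0.716). In the list of acute phase genes its adjusted p after GMA-SS, over the list alone, was 0.00810. Spp1 has no probe that the annotation of the array names.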

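Lcn2 rose 2.43 fold on the arrays of A/J lungs 4 weeks after GMA-MS (95% confidence interval 1.93 to 3.05, adjusted p = 2.70e-04) and 2.69 fold after GMA-SS (95% confidence interval 2.14 to 3.38, adjusted p = 2.80e-05). Mmp12 rose 3.51 fold (95% confidence interval 2.82 to 4.37, adjusted p = 6.47e-07) and had a log2 fold change of 2.07 after GMA-SS (95% confidence interval of the fold 3.37 to 5.24, adjusted p = 5.08e-08). The fold of both genes was higher than sham in each of the 4 beadchips after each fume. All 4 calls were kept with only the 2 groups in the fit and in each of the 8 fits that left out 1 array. No RT-qPCR values are in the files.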

Similar corresponding validation was found for *LCN2 *and *MMP12 *(Figure 6). Of note, the real time RT-PCR fold induction values were higher compared to microarray adding further to the utilization of a 1.3 fold cutoff.

**Figure 8:**
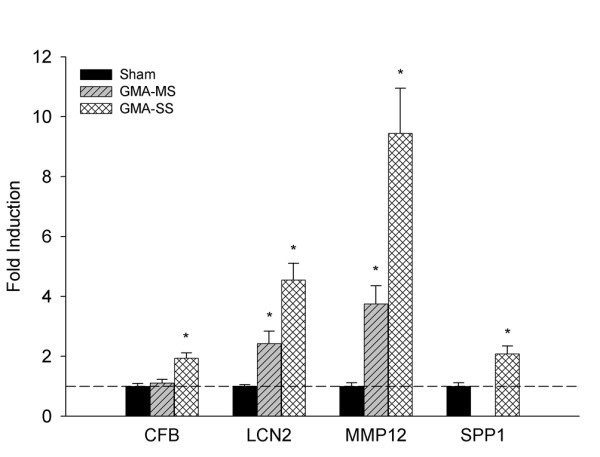
**RT-qPCR confirmation of microarray gene expression changes in welding fume-exposed A/J mice**. Confirmation of microarray gene expression by RT-qPCR for *CFB*, *LCN2*, *MMP12 *and *SPP1 *in whole lung tissue from A/J mice 4 weeks post-exposure to GMA-MS or GMA-SS welding fume (n = 5-6). Data are presented as fold change from sham (dotted line). *-indicates a significant difference from sham (p < 0.05).

## Conclusions

Previously, in A/J and B6 mice, we found strain-dependent differences in terms of the degree and resolution of the lung response, assessed by BAL, to welding fume and a greater toxic potential of carcinogenic metal-containing GMA-SS welding fume [9]. Here, our comprehensive lung transcriptional profiling also revealed significant differences, at the transcriptome level, in the regulation and expression of welding fume-induced gene networks between these mouse strains. 

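At 4 weeks after GMA-SS, chemokine, acute phase and macrophage genes as lists rose more in A/J than in B6 lungs, while immediate early genes fell less in A/J (median -0.11) than in B6 lungs (median -0.37), and neutrophil genes, not called in A/J lungs (median -0.13, adjusted p = 0.831), were lower in B6 lungs (median -0.43, adjusted p = 4.06e-09, or 0.0711 with an estimated correlation). The difference in effect, A/J minus B6, had a median of 0.26 for immediate early genes (adjusted p = 1.28e-12, and adjusted p = 1.66e-04 with an estimated correlation), 0.34 for neutrophil genes (adjusted p = 4.72e-10, and adjusted p = 0.0283 with an estimated correlation) and 0.10 for acute phase genes (adjusted p = 4.99e-07, and adjusted p = 0.0167 with an estimated correlation). In sham lungs of 4 weeks, Egr1 had log2 intensities of 12.37 to 13.34 in B6 and 10.92 to 11.71 in A/J mice. S100a9 had 11.86 to 13.40 and 11.70 to 12.23. A B6 sham group that was high by itself cannot be told apart from a fall after the fume. At 16 weeks, chemokine and acute phase genes again had a higher effect in A/J mice (adjusted p = 0.0120 and 0.0209; adjusted p = 0.334 and 0.334 with an estimated correlation). Squamous epithelium genes differed the same way at 4 weeks (adjusted p = 1.18e-12; adjusted p = 0.0876 with an estimated correlation).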

In general, lung transcriptional effects were more marked in the susceptible A/J strain, and GMA-SS fume exposure was associated with chronic overexpression of inflammatory genes. This transcriptional response supports our previous finding that GMA-SS is more potent in inducing a chronic immune response in the A/J lung [9]. In pulmonary diseases such as chronic obstructive pulmonary disease, chronic inflammation is considered central to the development of lung cancer. In fact, the link between lung inflammation is not new and evidence exists in several organ systems [32,33]. In the A/J mouse model, anti-inflammatory drugs have been shown to inhibit tumorigenesis, which further suggests inflammation and tumorigenesis are linked [34]. Based on our comprehensive gene profiling, the presence of a chronic inflammatory mileu may allow for the possible genotoxic characteristics of welding fume to be recognized in this susceptible model.

GMA-MS is considered a welding fume of low toxicity compared to the carcinogenic metal-containing SS fumes [11]. Therefore, it was interesting that these fumes were associated with modification of behavioral gene networks in both A/J and B6 mice. This finding highlights novel discoveries gained by using the present methodology. Certainly, further investigation into this behavioral gene subset and its role in welding fume-induced lung toxicity is necessary.

In summary, our results provide unique insight into strain- and welding fume-dependent genetic factors involved in the mouse lung response to welding fume. The gene regulation and network interconnectivity reported in this study reveal possible mechanisms that may differ between lung tumor susceptible and resistant mouse strains exposed to welding fume. Ultimately, this comprehensive analysis will allow us to further, more specifically, probe the complex mechanisms associated with welding fume-induced lung toxicity.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PCZE performed the animal exposures, isolated the RNA, ran the arrays and the IPA analysis and drafted the manuscript. MLK and SL were responsible for the statistical design, data management, statistical analysis and clustering analysis for these studies. JMA and PCZE conceived and designed the study. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

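Total lung RNA of A/J and C57BL/6J mice was measured on Illumina MouseRef-8 v1.1 beadchips, 48 arrays in 12 groups of 4. The groups were sham (PBS), GMA-MS and GMA-SS fume in each strain, with lungs taken 4 or 16 weeks after the last of 4 exposures. The sample labels gave strain, exposure, time, replicate number and beadchip, and the replicate number followed the beadchip, so that each of the 8 beadchips held 1 array of every group of its time point. Every group had the same place on each beadchip, and the time points were on different beadchips.

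The authors exported the mean bead intensity of every probe and its bead standard error from BeadStudio as intensity values without normalization, and deposited them with the number of beads per probe. The deposited detection p values are p values of each probe against the negative control probes of its array, without correction for multiple tests. The authors also deposited values on a log2 scale, which they made in lumi with a force-positive background correction, a variance-stabilizing transformation and robust spline normalization of each time point. These values lie close to log2 intensities at high signal and are compressed at low signal.

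All results start from the intensity values, and the deposited log2 values served as an alternative. Background was corrected and arrays were quantile normalized within a time point with neqc of limma 3.58.1 in R 4.3.3, with the negative controls inferred from the detection p values and an offset of 16. A probe was tested when its detection p was under 0.01 in at least 4 of the 24 arrays of the time point. Probes were named through their Entrez gene ID, and each gene was represented by the probe with the highest mean signal over all 48 arrays. This gave 8687 genes at 4 weeks and 8710 at 16 weeks, and 8944 when both time points were normalized together for differences between the times. The lumi package was not at hand, and the variance-stabilizing transformation among the alternatives was written from its published form.

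A linear model with 6 groups was fitted for each time point, and one with 12 groups for differences between times, with moderated t tests in limma and Benjamini-Hochberg adjusted p values at 0.05 over the genes of a comparison. The comparisons were each fume against sham, GMA-SS against GMA-MS within a strain, the difference between strains in the effect of a fume, and the difference between times in that effect. The cutoff of the study, a 1.3-fold change with a p under 0.05 (taken as unadjusted, which the paper does not state), on its own scale, was counted as well. There were 24 gene lists written before the data were examined, tested in each fume, strain and between-fume comparison with camera of limma at a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over the 24 lists of a comparison. Several lists match themes that the paper reports from the same arrays. Differences between times were tested for single genes only. The similarity of arrays within exposure groups was tested with an exact permutation over the 5775 assignments of 12 arrays to 3 groups of 4. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

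Genes named in the text were chosen by a rule set before the data were examined, although the values in the paper had been read. The rule takes every gene that the text or a legend of the paper names for a comparison, all mouse genes that a human-style symbol can stand for, and the 12 genes with the largest log2 fold change past the adjusted threshold that changed the same way in all 4 pairs of a beadchip (6 for differences between strains and between fumes). Further genes, such as members of a list, were named after their values had been seen.

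The beadchip shared by an array of each group was taken from the labels and checked on the deviations of the arrays from their group means. At 16 weeks the mean correlation between arrays of 1 beadchip was 0.0484, 0.223, 0.179 and 0.0993 for the 4 beadchips and -0.0459 between beadchips. The beadchip whose arrays of other groups were most similar on average was the array's own for 14 of 24 arrays at 4 weeks and 15 of 24 at 16 weeks. A fit with beadchip as a block, set as an alternative before the data were examined, is given beside the results. The arrays held 34 to 36 beads per probe at the median.

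Alternatives set before the data were examined were no background correction, the variance-stabilizing transformation, the deposited values, scaling to the median of all probes, no filter, a filter on detection in all 4 arrays of a group, all probes of a gene, beadchip as a block, only the arrays of the compared groups, an intensity trend with robust variance in limma (with statmod 1.5.0), and each array left out in turn. Scaling to the median of the probes detected on every array and the squamous epithelium level as a covariate were added after the data had been seen. The code was tested on simulated data, in which genes were raised by known folds in normal noise with the residual spread of each gene and without a beadchip effect.

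Left out were 3628 probes without a gene name and 1 probe with several symbols. For 4 probe IDs listed on 2 lines of the table, the mean of the lines was taken. Genes detected on fewer than 4 arrays of a time point were not tested in that time point. For differences between times, the 4 arrays were counted over all 48 arrays. RT-qPCR and protein values are not among the files.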

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

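Of the tests in this part, the count of comparisons with higher Nr1d1, the shift of squamous and stomach genes without 1 array, the beadchips at the largest shift in level of muscle genes, the chance of 8 of 8 for clock genes, the 4-week median of the B6 genes detected on all arrays, and the signal percentile and the count of beadchips for the B6 genes were chosen after the result had been seen. The following results came up as a difference between groups. GMA-MS had a different effect in the 2 strains at 4 weeks, by limma's interaction test, in Egr1 1.64 (-0.04 in A/J and -1.68 in B6 lungs, adjusted p = 0.00644), Mmp12 1.29 (1.81 in A/J and 0.52 in B6 lungs, adjusted p = 0.0171) and Hmgb1 0.77 (0.42 in A/J and -0.35 in B6 lungs, adjusted p = 0.00630), given as the log2 difference A/J minus B6. Each was higher in A/J mice in 4 of 4 beadchips.

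At 16 weeks, 10 genes differed between the strains in the effect of GMA-MS, and all 10 had the higher effect in A/J lungs (Zfp661, Zfp715, Gdpd4, Dner and Nr5a1 reversed under scaling to the median of all probes). They were Zfp661 0.90 (0.30 in A/J and -0.60 in B6 lungs, adjusted p = 3.50e-04), Zfp715 0.50 (0.25 in A/J and -0.25 in B6 lungs, adjusted p = 0.0148), Gdpd4 0.44 (0.14 in A/J and -0.29 in B6 lungs, adjusted p = 0.00224), Dner 0.41 (0.10 in A/J and -0.32 in B6 lungs, adjusted p = 0.00668), Prm2 0.41 (0.10 in A/J and -0.31 in B6 lungs, adjusted p = 0.00215) and Nr5a1 0.39 (0.10 in A/J and -0.29 in B6 lungs, adjusted p = 0.00668), each higher in 4 of 4 beadchips. The smaller ones were Ccdc173 0.33 (0.13 in A/J and -0.20 in B6 lungs, adjusted p = 0.0219), Olfr1037 0.32 (0.11 in A/J and -0.21 in B6 lungs, adjusted p = 0.00668), Olfr1222 0.29 (0.09 in A/J and -0.21 in B6 lungs, adjusted p = 0.00668) and Mroh5 0.28 (0.11 in A/J and -0.17 in B6 lungs, adjusted p = 0.0154). The signals of Prm2, Olfr1037 and Olfr1222 lay near background, detected on 4, 8 and 15 of 24 arrays. Between the time points, the effect of GMA-MS on Per2 in A/J lungs differed by -1.77 (16 minus 4 weeks, adjusted p = 0.00117), from 0.92 at 4 weeks to -0.84 at 16 weeks.

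Of the genes past the adjusted threshold against sham, 8 are named neither in the text and legends of the paper nor in the heatmaps of its figure 1. Other called genes stand in those heatmaps without being discussed in the text. Zfp661, Kank3 and Ap5s1, Creld2 after GMA-MS and Prr18 in B6 lungs changed the same way in 4 of 4 beadchips. In A/J lungs at 4 weeks, Il7r, the interleukin 7 receptor of lymphocytes, rose by 0.57 (adjusted p = 0.0472) on the log2 scale after GMA-SS, and Kank3 rose by 0.55 (adjusted p = 0.0209) after GMA-MS. Creld2, of the endoplasmic reticulum, rose by 0.48 (adjusted p = 0.0132) after GMA-MS and 0.44 (adjusted p = 0.0147) after GMA-SS. Prr18 rose by 0.43 (adjusted p = 0.00182) in B6 and 0.31 (adjusted p = 0.0333) in A/J lungs after GMA-SS, AA467197 by 0.39 (adjusted p = 0.00436), and Itprid1 had -0.38 (adjusted p = 0.00951) in A/J lungs. At 16 weeks after GMA-MS in B6 lungs, Zfp661 had -0.60 (adjusted p = 4.14e-04) and Ap5s1 0.32 (adjusted p = 0.00487). Of 8 fits that left out 1 array, 6 lost Il7r, 6 Kank3, 3 and 6 Creld2 after GMA-MS and GMA-SS, 6 Prr18 in A/J lungs and 1 Itprid1 (A/J sham replicate 3), and the others kept their calls in each. With only the groups of the comparison every call but that of Zfp661 was lost, and with scaling to detected probes those of Il7r, Kank3, AA467197, Itprid1 and Prr18 in A/J lungs.

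A sample far from the others of its group was found for 5 of 101 combinations of a named gene past the adjusted threshold and a group and for 6 of 36 combinations of a list from outside the lung and a group, where chance gives about 1 in 20. The ratio is the distance to the nearest other array over the range of the group, and levels are log2 intensities. The genes were Ch25h after GMA-MS in A/J replicate 2 at 4 weeks (10.80 against 9.84 to 10.00, ratio 0.832), Hspa12b in A/J sham replicate 2 at 4 weeks (11.42 against 11.23 to 11.24, ratio 0.944), Mmp12 at 16 weeks in A/J GMA-SS replicate 4 (9.72 against 10.39 to 10.48, ratio 0.878) and in A/J sham replicate 4 (9.55 against 8.20 to 8.35, ratio 0.891), and Gdpd4 in B6 sham replicate 4 at 16 weeks (8.09 against 8.05 to 8.05, ratio 0.952).

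Squamous epithelium genes stood apart in B6 mice at 4 weeks in sham replicate 3 (7.50 against 10.83 to 11.50, ratio 0.833), GMA-SS replicate 4 (10.54 against 7.53 to 7.57, ratio 0.987) and GMA-MS replicate 1 (12.00 against 7.51 to 7.60, ratio 0.979), and at 16 weeks in GMA-MS replicate 1 (11.64 against 7.39 to 7.51, ratio 0.972). Stomach and intestine genes did in A/J sham replicate 4 at 16 weeks (11.61 against 7.97 to 8.09, ratio 0.967) and muscle genes in A/J sham replicate 4 at 4 weeks (10.44 against 11.65 to 11.81, ratio 0.888).

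Tissue from outside the lung in some samples is a candidate source of the squamous and stomach genes. Members of each list moved together around the group means, with a mean pairwise correlation of 0.907 for squamous, 0.714 for stomach and intestine and 0.203 for muscle genes, and the last value does not decide. A response of the lung to the fume is argued against for stomach genes, whose largest shift in level (-0.93, A/J GMA-MS, 16 weeks) was -0.0392 (standard error 0.0424) without sham replicate 4. For muscle genes it cannot be told apart from such tissue, with 2 of 4 beadchips on one side at the largest shift over members (B6 GMA-MS, 4 weeks) but 4 of 4 at the largest in level (-0.78, A/J GMA-MS, 16 weeks), and nor can it for squamous genes, since their largest shift (-1.94, B6 GMA-SS, 4 weeks) was still -1.52 (standard error 1.38) without sham replicate 2, and in the 1 beadchip of 4 on the other side sham lay near the lowest level of any array of 4 weeks (7.50 and 7.47). The most abundant members ranged in log2 intensity from 7.42 to 15.64 (Lor) and 7.33 to 14.61 (Krt13) among squamous genes, 7.35 to 14.91 (Pgc) and 7.32 to 14.47 (Tff2) among stomach genes, and 7.38 to 15.36 (Acta1) and 13.50 to 14.64 (Myl4) among muscle genes, the low ends other than that of Myl4 lying near background, and of the members, 2 of 12, 3 of 7 and 11 of 13 were detected on all 48 arrays and 0 are in another list, and how the lungs were dissected stays open.

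Nr1d1 was higher in 8 of 8 comparisons of a fume with sham, and the median of Arntl and Clock, which peak at the opposite phase, lay under 0 in 8 of 8, at -0.22 to -0.0110 (Npas2, also named for the test, was not detected often enough). Each of 4 sham groups serves 2 of these comparisons, and without any change 4 of 8 are expected and 8 of 8 arise with a chance of 0.0123 for either (exact permutation within beadchips). That chance follows from the design alone, and the paper reports the rise of Nr1d1 from these same arrays. Lungs of fume-exposed and sham mice taken at different times of day may give this pattern, as the test on Arntl and Clock could have come out otherwise. A lasting change of the lung clock by the fume gives the same values and cannot be told apart from it, because the hours of sampling are not given. Per2 went opposite ways at the 2 times in both strains and after both fumes. Its log2 fold changes were 0.92, 0.97, 0.28 and 0.75 at 4 weeks (A/J GMA-MS, A/J GMA-SS, B6 GMA-MS, B6 GMA-SS). At 16 weeks they were -0.84, -0.43, -0.81 and -0.20 in the same order. Of the differences between the times, without the block, only that of A/J GMA-MS passed limma's test.

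After GMA-MS in B6 lungs at 16 weeks, 8 genes other than clock genes were lower, among them Prm2 and Nr5a1, which are known from testis and steroid-producing tissue, with a median log2 fold change of -0.29, and Dner, Fbxo33, Gdpd4, Nr5a1 and Zfp661 reversed under scaling to the median of all probes. The place of the arrays on the beadchip cannot be told apart from exposure, as the same probes, at the same places, had a median of -0.0278 at 4 weeks (exact test over 256 sign patterns, p = 0.121), but most have a low signal, and the 4 detected on all arrays had -0.0829 there and -0.30 at 16 weeks. Signal near background may contribute, the median percentile of their mean signal among the genes tested being 14.6 (range 0.390 to 48.1). A response of B6 lungs to GMA-MS cannot be told apart from it, as the genes were lower in all 4 beadchips in 8 of 8 cases but were chosen because they were lower. To leave out clock genes, and to take the 4-week values from the same probes whether or not they passed the filter there, was decided after the genes had been seen.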

How the results depend on the processing

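Scaling to the median of detected probes and the squamous covariate were chosen after the data had been seen, and the other alternatives before. With 4 arrays per group, the arrays limit which changes are called, and small changes near background are limited by the signal over background. Comparisons run in the order A/J GMA-MS, A/J GMA-SS, B6 GMA-MS, B6 GMA-SS against sham unless others are named. Under every setting but scaling to the median of all probes, no named value past the threshold changed direction. Of 70 such values, 70 were kept with beadchip as a block (13 others were gained), 69 with the variance-stabilizing transformation and with trend and robust, 68 without background correction, 67 with all probes, 67 of 67 with the strict filter, 63 with the deposited values, 62 with the squamous covariate, 56 without a filter, 24 with scaling to detected probes, 21 with only the groups of the comparison and 0 with scaling to the median of all probes (by limma). Over all fits without 1 array, 509 of 640 were kept. The median of all probes falls among probes that were not detected, and the spread of the arrays grew under that scaling. This cannot be the only cause of losses under scaling, since scaling to detected probes still lost 46 of 70. For all other changes the cause was not tested, except that fewer arrays enter the fits of only the compared groups and of leave-one-out.

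Genes past the adjusted threshold with beadchip as a block were 114, 70 (35 higher, 35 lower), 40 (19 higher, 21 lower) and 17 at 4 weeks, 50 for B6 GMA-MS at 16 weeks, 12 and 30 for the strain difference in GMA-MS at 4 and 16 weeks, 1 and 10 between the fumes in A/J at 4 and B6 at 16 weeks, and 5, 1 and 3 between the times for A/J GMA-MS, A/J GMA-SS and B6 GMA-MS. Over the comparisons with sham it gave 189 and 55 different genes at 4 and 16 weeks against 39 and 17, and scaling to detected probes 15 and 5. At the study's cutoff the block gave 189 for 119 genes in the strain difference in GMA-MS at 4 weeks and 26 for 15 between fumes in B6 at 4 weeks, and it changed no other total of a comparison within a time point by more than 1.5 times. With only the groups of the comparison they were 2, 10, 0 and 3 at 4 weeks, 0, 0 and 5 at 16 weeks for A/J GMA-MS, A/J GMA-SS and B6 GMA-MS, 1 and 5 for the strain difference in GMA-MS, 1 between fumes in B6 at 16 weeks and 0 between times for A/J GMA-MS. Comparisons with 0 genes by limma in these fits had 156 to 636 at an unadjusted p under 0.05. Genes at the study's cutoff then numbered 69 (21 higher, 48 lower) for B6 GMA-SS at 4 weeks and 29 for A/J GMA-SS at 16 weeks.

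With the deposited values the cutoff of the study gave 51 (39 higher, 12 lower), 48 (44 higher, 4 lower) and 22 (11 higher, 11 lower) at 4 weeks (B6 GMA-SS did not change by 1.5 times) and 29 (13 higher, 16 lower), 28 (21 higher, 7 lower), 20 (13 higher, 7 lower) and 10 (8 higher, 2 lower) at 16 weeks. The adjusted threshold gave 4 for B6 GMA-SS at 4 weeks and 2 between times for A/J GMA-MS. The variance-stabilizing transformation gave 57 (49 higher, 8 lower) at the cutoff for A/J GMA-SS at 4 weeks. Without background correction, 0 (by limma, 735 at an unadjusted p under 0.05) and 22 (4 higher, 18 lower) genes passed for GMA-MS in A/J and B6 mice at 16 weeks and 15 between fumes in B6 at 16 weeks, and the cutoff for B6 GMA-MS at 16 weeks gave 23 higher and 23 lower. Without a filter 0 (1141 at an unadjusted p under 0.05), 7 and 35 genes passed for A/J GMA-MS, A/J GMA-SS and B6 GMA-MS at 16 weeks, 26 for the strain difference in GMA-MS, and 2 and 30 between fumes in A/J and B6. With trend and robust, 11 passed for B6 GMA-SS at 4 weeks and 12 between fumes in B6 at 16 weeks. With the squamous covariate, 5 differed between strains for GMA-MS at 4 weeks and 0 passed for A/J GMA-MS at 16 weeks (746 at an unadjusted p under 0.05).

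Scaled to the median of all probes, 0 genes passed the adjusted threshold of limma in each comparison that had calls (2 to 69 at an unadjusted p under 0.05), and the cutoff gave 6 (6 higher, 0 lower), 5 (5 higher, 0 lower), 3 (1 higher, 2 lower) and 2 (0 higher, 2 lower) at 4 weeks and 3 (0 higher, 3 lower), 2 (1 higher, 1 lower), 69 (68 higher, 1 lower) and 0 at 16 weeks. This scaling moved the median log2 fold change over all genes by 0.24, -0.05, 0.04 and 0.13 at 4 weeks and -0.35, -0.38, 0.77 and 0.34 at 16 weeks. Array folds at 4 weeks after GMA-MS and GMA-SS were 2.89 and 2.56 for Lcn2 and 4.52 and 4.12 for Mmp12, without passing. At 16 weeks, log2 values past the threshold reversed under it for B6 GMA-MS in Per2 (0.0185), Zfp661 (0.23), Dner (0.36), Gdpd4 (0.0929), Nr5a1 (0.24) and Fbxo33 (0.62) and for the strain difference in GMA-MS in Zfp661 (-0.26), Zfp715 (-0.77), Gdpd4 (-0.12), Dner (-0.49) and Nr5a1 (-0.37). Scaled to detected probes, 8 (5 higher, 3 lower), 6 (6 higher, 0 lower), 2 and 3 genes passed at 4 weeks, 1 and 1 for the strain difference in GMA-MS, 1, 1 and 4 (3 higher, 1 lower) at 16 weeks for A/J GMA-MS, A/J GMA-SS and B6 GMA-MS, and 1 between fumes in B6 at 16 weeks. The cutoff then gave 85 (19 higher, 66 lower) for B6 GMA-MS and 44 higher and 7 lower for A/J GMA-SS at 16 weeks, and 54 higher and 53 lower for A/J GMA-MS and 12 higher and 18 lower for B6 GMA-SS at 4 weeks.

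Of 70 list calls, 17 were kept with an estimated correlation, 70 without background correction, with the variance-stabilizing transformation and with trend and robust, 68 with the deposited values, 67 with only the groups of the comparison, 66 with the strict filter, 61 with the block, 58 with scaling to the median of all probes and 56 without a filter, and none turned. Lists with all probes and with the 2 alternatives chosen after the data had been seen were not run. The exact test of similarity stayed on the same side of 0.05 in each alternative.

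Leave-one-out ranges for genes past the adjusted threshold were 3 to 34, 12 to 33, 4 to 7 and 4 to 6 at 4 weeks and 0 to 2, 2 to 7, 11 to 21 and 0 to 1 at 16 weeks. At the study's cutoff they were 89 to 193, 71 to 167, 48 to 98 and 39 to 129, and 40 to 80, 41 to 73, 28 to 95 and 13 to 35. Strain differences ranged over 2 to 4 and 7 to 11 for GMA-MS and 0 to 1 and 0 to 1 for GMA-SS at 4 and 16 weeks, differences between fumes over 0 to 1 and 0 to 0 in A/J and 0 to 0 and 4 to 8 in B6 mice, and differences between times over 1 to 7, 0 to 8, 0 to 0 and 0 to 0. List calls ranged over 63 to 73. Array folds after GMA-MS and GMA-SS ranged over 1.18 to 1.33 and 1.37 to 1.53 for Cfb, 2.23 to 2.59 and 2.46 to 2.86 for Lcn2, and 3.02 to 3.78 and 4.07 to 4.35 for Mmp12. Where 1 of these fits of limma gave 0 genes, 90 to 828 genes had an unadjusted p under 0.05. The difference between and within groups in distance ranged over -0.0835 to 0.0117 and -0.194 to 0.0803 at 4 weeks and -0.167 to 0.0289 and -0.183 to 0.131 at 16 weeks in A/J and B6 mice.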

Differences from the paper's values

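The alternatives named here were set before the data were examined, apart from the 2 said to be chosen after seeing the values. Counts are of genes at the paper's cutoff of 1.3 fold and p under 0.05, the p taken as unadjusted because the paper does not say which. The paper counts on the scale of its normalized values, which compresses low signals. In A/J mice 4 weeks after GMA-MS the count was the paper's 43 against 99 here, with the higher genes the paper's 32 against 71 here, and the deposited values gave 51 and 39, within 1.5 times of the paper, while the 9 other settings and each fit without 1 array did not. In B6 mice it was the paper's 20 against 49 here, with the higher genes the paper's 8 against 26 here, and again the deposited values came within, with 22 and 11, the 9 other settings and each fit without 1 array not.

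In A/J mice 4 weeks after GMA-SS, the count was the paper's 49 against 88 here, and the deposited values (48), the variance-stabilizing transformation (57) and 2 of 8 fits without 1 array came within, the 8 other settings not. The higher genes were the paper's 43 against 65 here, and the deposited values (44), the transformation (49), no background correction (60), the strict filter (64), only the groups of the comparison (60) and 3 of 8 fits without 1 array came within, the 5 other settings not. In B6 mice it was the paper's 22 against 40 here, with the higher genes the paper's 10 against 21 here, and the deposited values (27 and 13) and the transformation (32 and 15) came within, the 8 other settings and each fit without 1 array not.

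At 16 weeks after GMA-MS the count in A/J mice was the paper's 32 against 50 here, and the deposited values (29), the transformation (40), the strict filter (48), only the groups of the comparison (43) and 1 of 8 fits without 1 array came within, the 6 other settings not. In B6 mice it was the paper's 18 against 36 here, and the deposited values (20) and the transformation (25) came within, the 8 other settings and each fit without 1 array not. After GMA-SS, the higher genes in A/J mice were the paper's 20 against 33 here, and the deposited values (21), the transformation (22), only the groups of the comparison (22) and 2 of 8 fits without 1 array came within, the 7 other settings not. In B6 mice the count was the paper's 12 against 21 here and the higher genes the paper's 10 against 17 here, and the deposited values (10 and 8), the transformation (15 and 13) and 2 and 4 of 8 fits without 1 array came within, the 8 other settings not.

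Genes at the cutoff in both strains at 4 weeks were the paper's 6 against 21 here for GMA-MS and the paper's 5 against 15 here for GMA-SS, and 0 of the 10 settings or the 16 fits without 1 array came within 1.5 times. At 16 weeks after GMA-SS they were the paper's 2 against 4 here, and no background correction, the transformation and the deposited values gave 2, no filter 3, and 8 of 16 fits without 1 array came within, the 6 other settings not. Distinct genes past an adjusted p of 0.05 in any fume comparison at 16 weeks were the paper's 35 against 17 here, and no background correction (25), no filter (42) and 1 of 24 fits without 1 array came within, the 8 other settings not.

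Scaling to the median of detected probes, chosen after seeing the values, came within 1.5 times for GMA-SS at 4 weeks in A/J mice (66, with 52 higher) and B6 mice (30, with 12 higher) and at 16 weeks in B6 mice (14, with 10 higher), and it dropped 0, 1 and 3 of the 9, 12 and 5 genes that the paper names for these comparisons and that reach the cutoff here. It and the squamous covariate, also chosen after seeing the values, each gave 3 genes in both strains after GMA-SS at 16 weeks, where the scaling dropped 1 of 16 such genes in A/J and 3 of 5 in B6 mice and the covariate 0 and 0.

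Of 97 pairs of a gene and a comparison to which a direction was assigned from the paper, not always stated there for the single gene, 80 could be tested and 74 reached the cutoff in that direction. The other 6 follow. The paper names Nr1d2 as altered in A/J lungs 4 weeks after GMA-MS, among behavior and nervous system genes that its table counts as all higher. The probe of Nr1d2 here had a log2 fold change of -0.04 (unadjusted p = 0.765), while another probe of the gene reached the cutoff with all probes (log2 fold change 0.63). It has Dlk1 higher in A/J lungs 16 weeks after GMA-SS, and here Dlk1, not above background in sham lungs, was at least 2.38 fold higher (unadjusted p = 0.0650), reaching the cutoff in 3 of 8 fits without 1 array and under scaling to detected probes, which was chosen after seeing the values and drops 1 of 16 other genes there.

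The paper has S100a8, S100a9 and the resistin-like gene higher and Egr1 lower in B6 lungs 16 weeks after GMA-SS. Here S100a8 had a log2 fold change of 0.72 (unadjusted p = 0.0583), S100a9 0.86 (unadjusted p = 0.0510), Retnlg 0.86 (unadjusted p = 0.0693) and Egr1 -0.60 (unadjusted p = 0.0545), all in the paper's direction. Each reached the cutoff in 3 of 8 fits without 1 array, S100a9 also without background correction, with the transformation, the deposited values and the strict filter, and Egr1 with the deposited values and with the squamous covariate, chosen after seeing the values, which drops 0 of 5 other genes there. Csf3r and Mmp9, named with them, reached the cutoff in the paper's direction. Of the 17 pairs not tested, those of Ccl2, Cxcl2, Saa1, Saa2, Retnlb and Ubd were under the detection filter (Ubd reached the cutoff without a filter) and those of Nfil3, Spp1 and Ighm have no probe under that name.

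The paper describes mostly lower genes in A/J lungs 16 weeks after GMA-MS, and here 26 were higher and 24 lower at the cutoff (48 percent lower; 55.0 percent with the transformation and 55.2 with the deposited values and with no background correction, 50.9 with all probes, and 3 of 3 genes lower when scaled to the median of all probes). It describes higher Mmp12 in B6 lungs for GMA-SS at 4 weeks alone, and here Mmp12 also reached the cutoff 4 weeks after GMA-MS in B6 lungs (1.43 fold, unadjusted p = 0.00258, adjusted p = 0.512), while with the deposited values its log2 fold change of 0.32 lay under the cutoff.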

Other observations

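Members of lists named here were picked after their values had been seen, and no test in this part was chosen after its result was seen. After each list follow the median log2 fold change, how many members share the direction, and the adjusted p of camera at the preset and at an estimated correlation. Genes of B cells and plasma cells were higher in A/J lungs 16 weeks after GMA-MS (median 0.25, 13 of 13 genes higher, adjusted p = 2.57e-10, estimated 0.238). Among them were Cd79a, part of the B cell receptor, at 0.62, and Fcer2a, the low-affinity IgE receptor, at 0.56, and no member passed over all genes. In B6 lungs the same list was lower 4 weeks after GMA-SS (median -0.12, 12 of 13 genes lower, adjusted p = 0.00577, estimated 0.524) and higher 16 weeks after GMA-MS (median 0.14, 10 of 13 genes higher, adjusted p = 0.0260, estimated 0.646), as were proliferation genes (median 0.06, 11 of 12 genes higher, adjusted p = 0.0347, estimated 0.646), the 2 calls after GMA-MS being lost with beadchip as a block. Macrophage genes were higher in A/J lungs 4 weeks after GMA-MS (median 0.09, 12 of 17 genes higher, adjusted p = 8.41e-07, estimated 0.00443). Acute phase genes were higher in B6 lungs after GMA-SS at 4 weeks (median 0.13, 11 of 12 genes higher, adjusted p = 0.00861, estimated 0.259) and 16 weeks (median 0.08, 9 of 12 genes higher, adjusted p = 0.0151, estimated 0.233).

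Heat shock and chaperone genes went opposite ways with time after GMA-SS in A/J lungs. They were higher at 4 weeks (median 0.22, 11 of 11 genes higher, adjusted p = 2.15e-07, estimated 0.0358) and lower at 16 weeks (median -0.24, 11 of 11 genes lower, adjusted p = 2.43e-07, estimated 0.108), and the difference between times was not tested for lists. They were higher at 4 weeks after GMA-SS in B6 lungs (median 0.15, 10 of 11 genes higher, adjusted p = 8.83e-04, estimated 0.259) and after GMA-MS (median 0.11, 10 of 11 genes higher, adjusted p = 0.0204, estimated 0.432), and lower at 16 weeks after GMA-MS (median -0.09, 9 of 11 genes lower, adjusted p = 0.0396, estimated 0.646, lost with beadchip as a block). Glucocorticoid-responsive genes were higher in A/J lungs 4 weeks after GMA-MS (median 0.12, 9 of 16 genes higher, adjusted p = 1.35e-04, estimated 0.355) and 16 weeks after GMA-SS (median 0.21, 11 of 16 genes higher, adjusted p = 2.61e-05, estimated 0.166), and in B6 lungs after GMA-SS at 4 weeks (median 0.18, 14 of 16 genes higher, adjusted p = 0.00577, estimated 0.524) and 16 weeks (median 0.19, 11 of 16 genes higher, adjusted p = 0.0134, estimated 0.580). Clock genes were higher 4 weeks after GMA-SS in A/J lungs (median 0.30, 9 of 11 genes higher, adjusted p = 3.68e-08, estimated 0.00108). Immediate early genes were lower after GMA-SS in A/J lungs at 4 weeks (median -0.11, 16 of 19 genes lower, adjusted p = 0.0274, estimated 0.136) and 16 weeks (median -0.10, 15 of 18 genes lower, adjusted p = 0.00866, estimated 0.273). Airway epithelium genes were higher 4 weeks after GMA-SS in A/J lungs (median 0.04, 9 of 13 genes higher, adjusted p = 0.0174, estimated 0.0362), which was lost with beadchip as a block. Muscle genes were lower 16 weeks after GMA-MS in B6 lungs (median -0.23, 15 of 15 genes lower, adjusted p = 0.0114, estimated 0.470).

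Between strains, as A/J minus B6 in the effect of a fume, B cell genes (median 0.27, 13 of 13 genes higher, adjusted p = 1.19e-08, estimated 0.306), T and NK cell genes (median 0.22, 12 of 13 genes higher, adjusted p = 1.19e-04, estimated 0.334) and proliferation genes (median 0.10, 10 of 12 genes higher, adjusted p = 0.00639, estimated 0.334) were higher and genes of the NRF2 antioxidant response lower (median -0.15, 12 of 15 genes lower, adjusted p = 0.00961, estimated 0.306) for GMA-SS at 16 weeks, as were stomach genes (resting on A/J sham replicate 4 alone, with a log2 level of 11.61 against at most 8.24 in the other 23 arrays of 16 weeks; median -0.60, 8 of 8 genes lower, adjusted p = 0.00574, estimated 0.417) and muscle genes (median -0.21, 14 of 15 genes lower, adjusted p = 0.0107, estimated 0.339), and adipose genes were higher (median 0.31, 5 of 6 genes higher, adjusted p = 0.0477, estimated 0.334). At 4 weeks, clock genes (median 0.23, 10 of 11 genes higher, adjusted p = 7.07e-05, estimated 0.0167) and glucocorticoid-responsive genes (median 0.30, 14 of 16 genes higher, adjusted p = 1.70e-07, estimated 0.0876) were higher for GMA-SS. For GMA-MS, clock genes (median 0.13, 8 of 11 genes higher, adjusted p = 0.00655, estimated 0.194) and muscle genes (median 0.18, 13 of 13 genes higher, adjusted p = 0.0373, estimated 0.514) were higher and adipose genes lower (median -0.37, 5 of 5 genes lower, adjusted p = 0.0373, estimated 0.514) at 4 weeks. At 16 weeks B cell genes were higher (median 0.15, 12 of 13 genes higher, adjusted p = 0.0175, estimated 0.894) and stomach genes lower (median -0.75, 8 of 8 genes lower, adjusted p = 0.0175, estimated 0.894, resting on the same array). With beadchip as a block the calls for GMA-MS in muscle, adipose and B cell genes and for GMA-SS in adipose genes were lost.

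Between fumes, GMA-SS minus GMA-MS, A/J lungs at 4 weeks had higher glucocorticoid-responsive (median 0.16, 12 of 16 genes higher, adjusted p = 0.00147, estimated 0.334), T and NK cell (median 0.13, 11 of 13 genes higher, adjusted p = 0.00396, estimated 0.334), interferon-responsive (median 0.10, 11 of 12 genes higher, adjusted p = 0.00572, estimated 0.334), heat shock (median 0.09, 9 of 11 genes higher, adjusted p = 0.00658, estimated 0.334) and matrix genes (median 0.07, 10 of 16 genes higher, adjusted p = 0.0441, estimated 0.334). At 16 weeks they had higher glucocorticoid-responsive (median 0.14, 12 of 16 genes higher, adjusted p = 1.72e-05, estimated 0.204), proliferation (median 0.07, 9 of 12 genes higher, adjusted p = 7.38e-04, estimated 0.235) and T and NK cell genes (median 0.04, 10 of 13 genes higher, adjusted p = 0.0343, estimated 0.763). B6 lungs at 16 weeks had higher heat shock (median 0.15, 11 of 11 genes higher, adjusted p = 1.74e-04, estimated 0.748), muscle (median 0.22, 15 of 15 genes higher, adjusted p = 1.74e-04, estimated 0.707), squamous (median 1.13, 12 of 12 genes higher, adjusted p = 0.00205, estimated 0.748) and glucocorticoid-responsive genes (median 0.08, 14 of 16 genes higher, adjusted p = 0.0374, estimated 0.748, lost with the block) and lower B cell genes (median -0.16, 12 of 13 genes lower, adjusted p = 1.74e-04, estimated 0.748).

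Against sham, 5 lists passed in none of the 8 comparisons. Their smallest adjusted p was 0.487 for metal handling (15 genes, A/J GMA-SS, 4 weeks), 0.0995 for matrix and fibrosis (16 genes, A/J GMA-MS, 4 weeks, and 0.0428 with the block), 0.0580 for alveolar epithelium (12 genes, A/J GMA-MS, 16 weeks), 0.273 for thymus (3 genes, A/J GMA-MS, 4 weeks) and 0.200 for erythroid genes (4 genes, A/J GMA-SS, 16 weeks).

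Other splits of the 8 arrays of a comparison into 4 and 4 (35 with the real one), or 100 drawn within each strain or time point, were counted, with the real value and the highest other value given in this order. At the adjusted threshold the share over all splits was under 0.05 for A/J GMA-MS at 16 weeks (2 and 1, 1 of 35 as large) and B6 GMA-MS at 16 weeks (13 and 9, 1 of 35), and for the strain difference in GMA-MS at 4 weeks (3 and 2983, 4 of 100) and 16 weeks (10 and 416, 2 of 100). Most of these splits do not keep the beadchips, and those that, like the real one, part all pairs of a beadchip number 8, 8, 6 and 7, too few for a share under 0.05, so that chance is not excluded, with 1, 0, 0 and 0 genes in the highest other, and the 2 genes of A/J GMA-MS at 16 weeks became 0 in 6 of 8 fits that left out 1 array. Over all splits it cannot be excluded either at 4 weeks for A/J GMA-MS (17 and 1305, 2 of 35), A/J GMA-SS (20 and 1442, 2 of 35), B6 GMA-MS (7 and 374, 3 of 35) and B6 GMA-SS (7 and 8, 2 of 35). Nor can it at 16 weeks for A/J GMA-SS (3 and 4, 2 of 35) and between fumes in B6 (5 and 10, 2 of 35), nor between times for A/J GMA-MS (1 and 592, 12 of 100). At the study's cutoff it cannot be excluded for A/J GMA-MS, A/J GMA-SS, B6 GMA-MS and B6 GMA-SS at 4 weeks (99 and 1053, 88 and 1066, 49 and 927, 40 and 715; 10, 11, 10, 8 of 35) and 16 weeks (50 and 130, 44 and 106, 36 and 142, 21 and 131; 8, 16, 8, 17 of 35).

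Real counts of 0 by limma (unadjusted counts stand in the passages) are reached or passed by every split by definition, so the share of splits decides nothing there. The highest other was 1 for B6 GMA-SS at 16 weeks (35 of 35), 1861 and 2 for the strain difference in GMA-SS (100 of 100 each), 1137, 6 and 28 between fumes in A/J and B6 at 4 and A/J at 16 weeks, and 742, 34 and 12 between times for A/J GMA-SS, B6 GMA-MS and B6 GMA-SS.

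In each fume comparison at 4 weeks the split with the most genes set beadchips 1 and 3 against 2 and 4. A split that calls many times the real count points to a structure of the samples, here the beadchips, and with beadchip as a block the real counts were 114, 70, 40 and 17 (A/J GMA-MS, A/J GMA-SS, B6 GMA-MS, B6 GMA-SS). Like the real split, 8 splits part all 4 pairs of arrays that share a beadchip, and the others keep both arrays of some pairs on 1 side. Among these 8, the highest other count at the adjusted threshold was 0 in the 4 comparisons at 4 weeks and 1, 2, 0 and 1 at 16 weeks (A/J GMA-MS, A/J GMA-SS, B6 GMA-MS, B6 GMA-SS). At the study's cutoff it was 76, 92, 38, 37 at 4 weeks and 47, 96, 21, 12 at 16 weeks. With 8 such splits no share under 0.05 can be reached.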
